# Renal stromal miRNAs are required for normal nephrogenesis and glomerular mesangial survival

**DOI:** 10.14814/phy2.12537

**Published:** 2015-10-05

**Authors:** Yu Leng Phua, Jessica Y S Chu, April K Marrone, Andrew J Bodnar, Sunder Sims-Lucas, Jacqueline Ho

**Keywords:** Glomerular mesangium, kidney development, microRNAs, renal stroma

## Abstract

MicroRNAs are small noncoding RNAs that post-transcriptionally regulate mRNA levels. While previous studies have demonstrated that miRNAs are indispensable in the nephron progenitor and ureteric bud lineage, little is understood about stromal miRNAs during kidney development. The renal stroma (marked by expression of *FoxD1*) gives rise to the renal interstitium, a subset of peritubular capillaries, and multiple supportive vascular cell types including pericytes and the glomerular mesangium. In this study, we generated *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ transgenic mice that lack miRNA biogenesis in the *FoxD1* lineage. Loss of Dicer activity resulted in multifaceted renal anomalies including perturbed nephrogenesis, expansion of nephron progenitors, decreased renin-expressing cells, fewer smooth muscle afferent arterioles, and progressive mesangial cell loss in mature glomeruli. Although the initial lineage specification of FoxD1^+^ stroma was not perturbed, both the glomerular mesangium and renal interstitium exhibited ectopic apoptosis, which was associated with increased expression of *Bcl2l11 (Bim)* and p53 effector genes (*Bax*, *Trp53inp1*, *Jun*, *Cdkn1a*, *Mmp2*, and *Arid3a*). Using a combination of high-throughput miRNA profiling of the FoxD1^+^-derived cells and mRNA profiling of differentially expressed transcripts in *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ kidneys, at least 72 miRNA:mRNA target interactions were identified to be suppressive of the apoptotic program. Together, the results support an indispensable role for stromal miRNAs in the regulation of apoptosis during kidney development.

## Introduction

Mammalian kidney formation results from complex and tightly regulated processes involving crosstalk between the ureteric bud and metanephric mesenchyme (reviewed in Little and McMahon 2012). The ureteric bud is induced via signals from the metanephric mesenchyme to give rise to the collecting system of the kidney. In turn, the metanephric mesenchyme is induced by the ureteric bud to form a “cap” of nephron progenitors around each ureteric bud. Wnt9b/*β*-catenin signaling from the ureteric tips causes the surrounding Six2^+^ nephron progenitors to either commit toward epithelial differentiation or promote self-renewal such that the progenitor pool is not prematurely depleted prior to cessation of nephrogenesis (Karner et al. 2011). The cortical renal stroma develops immediately adjacent to the nephron progenitors, and is thought to provide critical signals to nephron progenitors as they undergo self-renewal and differentiate into functional nephrons (reviewed in Cullen-Mcewen et al. 2005). Indeed, mutations that affect the renal stroma are known to result in aberrant nephron differentiation, branching morphogenesis, and subsequent renal hypodysplasia (Hatini et al. 1996; Mendelsohn et al. 1999; Quaggin et al. 1999; Schnabel et al. 2003; Levinson et al. 2005; Das et al. 2013; Hum et al. 2014). Recent work has demonstrated that the distinctive opposing effects of Wnt9b/*β*-catenin signaling on nephron progenitors is modulated in part by the adjacent FoxD1^+^ cortical renal stroma via Fat4/Yap signaling (Das et al. 2013).

Furthermore, the FoxD1^+^ renal stroma also constitutes a progenitor pool for several key renal lineages, such as the renal interstitium, various supportive vascular cells (capillary pericytes, interstitial fibroblasts, afferent arteriole smooth muscle, renin-expressing cells, and glomerular mesangial cells) (Humphreys et al. 2010; Kobayashi et al. 2014) and potentially a small subset of peritubular capillaries (Sims-Lucas et al. 2013). Thus, abnormalities of the renal stroma affect vascular patterning in the kidney (Levinson et al. 2005). Since mesangial cells are required for the formation of normal capillary loops, and function as a dynamic mechanical support in response to changes in intraglomerular pressures, the renal stroma is also required for normal glomerular development (Lindahl et al. 1998; Kikkawa et al. 2003).

While various transgenic mouse models and genome-wide association screens have successfully identified causative genes implicated in congenital abnormalities of the kidney and urinary tract, the role of miRNA post-transcriptional regulation during kidney development remains poorly understood. MicroRNAs (miRNAs) are small, endogenous, noncoding RNAs that post-transcriptionally regulate the mRNA levels (Ebert and Sharp 2012; Ho and Kreidberg 2012). During miRNA biogenesis, Dicer catalyzes the formation of mature miRNA from precursor miRNAs (pre-miRNA). Mature miRNAs function by binding to their target mRNAs, an interaction that is largely dependent on an 8-seed nucleotide sequence (Grimson et al. 2007). Upon complementary binding and miRNA–mRNA duplex formation, RNA-induced silencing complex (RISC) is recruited, leading to repression of mRNA transcripts or inhibition of protein translation (Ho and Kreidberg 2012).

In the context of kidney development and disease, we and others have previously shown that miRNAs are indispensable for the development of the kidney (Harvey et al. 2008; Shi et al. 2008; Sequeira-Lopez et al. 2010; Wei et al. 2010; Ho et al. 2011; Nagalakshmi et al. 2011; Zhdanova et al. 2011; Chu et al. 2014; Marrone et al. 2014; Phua and Ho 2015). Specifically, deletion of *Dicer* within the Six2^+^ nephron progenitors and Hoxb7^+^ ureteric bud lineages resulted in premature nephron progenitor depletion and cystic renal disease, respectively (Ho et al. 2011; Nagalakshmi et al. 2011). Similarly, lack of miRNA post-transcriptional regulation in glomerular podocytes resulted in podocyte loss and onset of chronic kidney disease during adulthood (Harvey et al. 2008; Ho et al. 2008; Shi et al. 2008; Zhdanova et al. 2011). Deletion of *Dicer* in renin-expressing cells is required for the maintenance of the juxtaglomerular apparatus (Sequeira-Lopez et al. 2010). Yet, the functional role of miRNAs in the cortical renal stroma is still undetermined.

In this study, we generated a *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ transgenic mouse model that lacks miRNA biosynthesis in the FoxD1^+^ renal stroma lineage and its cellular derivatives. *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ embryos developed a multifaceted renal phenotype that is characterized by reduced nephron endowment, increased nephron progenitors, reduced smooth muscle in afferent arterioles, and decreased renin-expressing cells. With respect to glomerular development, *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ kidneys exhibited progressive mesangial defects, accompanied by a failure of mesangial cell maintenance and onset of microaneurysms in mature glomeruli. Using a combination of high-throughput miRNA profiling and transcriptome microarray analysis, we curated a candidate list of miRNAs expressed in the renal stroma lineage, along with differentially expressed transcripts in *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ kidneys. In this manner, we identified at least 72 potential dysregulated miRNA:mRNA interactions that are likely to contribute to the underlying etiology of the *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ renal phenotype. Finally, we showed that the phenotypic defects are likely to be due, at least in part, to misregulation of cellular apoptosis via multiple mechanisms – ectopic expression of the proapoptotic protein Bim and elevated levels of downstream p53 effector genes including *Bax*, *Trp53inp1, Jun*, and *Cdkn1a*.

## Materials and Methods

### Mouse strains

The *FoxD1*^*GC*^ mouse line (obtained from the Jackson Laboratory, Strain B6;129S4-*Foxd1*^*tm1(GFP/cre)Amc*^/J) (Humphreys et al. 2010; Kobayashi et al. 2014) expresses an enhanced green fluorescent protein (eGFP)-Cre recombinase fusion protein from the endogenous FoxD1 locus, resulting in expression of the eGFP-Cre protein in the renal stroma and were maintained on a *129-Elite* background. The *Rosa*^*CAG-tdTomato*^ reporter mice express a CAG-promoter–driven red fluorescent protein variant (tdTomato) upon excision of a loxP-flanked stop cassette, and were maintained on a *C57BL/6* background (from Jackson Laboratory, strain B6.Cg-Gt(ROSA)26Sor^tm9(CAG-tdTomato)Hze^/J). These mice were crossed with a conditionally floxed *Dicer* allele (from Jackson Laboratory, B6.Cg-*Dicer1*^*tm1Bdh*^/J) (Harfe et al. 2005), which is required for the production of mature miRNAs, to generate *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ and *FoxD1*^*GC*^*;Dicer*^*fl/fl*^;*tdTomato* embryos. The *Dicer*^*fl/fl*^ animals were maintained on a *C57BL/6J* background. Cre-negative littermates were used as controls. Timed matings were performed and the day on which plugs were observed was considered embryonic day 0.5 (E0.5). Embryonic tissue was genotyped by polymerase chain reaction (PCR) with the following primers as described previously: (1) *FoxD1*^*GC*^ allele, forward primer 5′-GGG AGG ATT GGG AAG ACA AT-3′ and reverse primer 5′-TCT GGT CCA AGA ATC CGA AG-3′, yielding a 450-bp band indicating the presence of Cre recombinase (Kobayashi et al. 2014); and (2) *Dicer*^*fl*^ allele, forward primer 5′-CCT GAC AGT GAC GGT CCA AAG-3′ and reverse primer 5′-CAT GAC TCT TCA ACT CAA ACT-3′, yielding a 350-bp wild-type band and a 400-bp *Dicer*^*fl*^ band (Harfe et al. 2005). *FoxD1*^*GC*^*;tdTomato;Dicer*^*fl/fl*^ and control littermates were identified by tdTomato fluorescence. All animals were housed in the Vivarium at the Rangos Research Center at the Children’s Hospital of Pittsburgh of UPMC, Pittsburgh, Pennsylvania, and all animal experiments were carried out in accordance with the policies of the Institutional Animal Care and Use Committee at the University of Pittsburgh.

### Histopathological and immunofluorescence staining

Dissected embryos and kidneys were imaged on a Leica M165 dissecting microscope. Measurements were performed using ImageJ, and kidney length was normalized to crown–rump length. At least four animals of each genotype across three litters were measured. Samples were fixed in 4% paraformaldehyde overnight at 4°C, processed for embedding in paraffin, and sectioned at 4 *μ*m. For cryosections, fixed kidneys were cryoprotected in 30% sucrose, embedded in Tissue-Tek OCT (Sakura Finetek, Torrance, CA), and sectioned at 8 *μ*m. Glomerular aneurysm counting was performed on three litters of E18.5 control and *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ midsagittal sections. Images of the entire section were acquired from four consecutive serial sections from each sample, and quantitation was performed using ImageJ. The number of glomeruli with aneurysms was normalized to the total number of glomeruli counted and expressed as a relative percentage. The two-tailed Student’s *t*-test was used to determine statistical significance.

Whole-mount immunofluorescence staining was performed on E13.5, 15.5, and 19.5 kidneys and z-stack images acquired on an Olympus Confocal Microscope. Section immunofluorescence was carried out on midsagittal paraffin sections or cryosections. For paraffin sections, slides were first deparaffinized, rehydrated, and antigen retrieved by boiling the slides in 10 mmol/L pH 6.0 sodium citrate buffer. A Mouse on Mouse blocking and biotin/streptavidin blocking kit (Vector Labs, Burlingame, CA) were used for antibodies raised in mouse. Primary antibodies were detected with their respective secondary Alexa Fluor conjugated antibodies (Life Technologies, Waltham, MA), streptavidin (Jackson ImmunoResearch, Westgrove, PA), Tyramide Signal Amplification (TSA) (Life Technologies) or Vectastain Elite ABC Kit-DAB peroxidase substrate (Vector Labs). Primary antibodies were used at 1:100 dilution and include: Six2 (Proteintech #11562-1-AP, Chicago, IL), Forkhead box D1 (FoxD1) (Santa Cruz #sc-47585, Dallas, TX), Calbindin (Sigma #C9848, St. Louis, MO), annexin A2 (Anxa2) (Cell Signaling #8235, Danvers, MA), Neural cell adhesion molecule (Ncam) (Sigma #C9672), Tenascin C (Millipore #AB19011, Billerica, MA), Yes-associated protein 1 (Yap) (Cell Signaling #4912), phospho-Yap (pYap) (Cell Signaling #4911), Desmin (Dako #M076029-2, Carpinteria, CA), Wilm’s tumor-1 (WT1) (Santa Cruz #sc-192), Platelet-derived growth factor receptor-*β* (Pdgfr*β*) (eBiosciences, Millipore #14-1402), *α*-smooth muscle actin (SMA)-FITC (Sigma #F3777), Renin (Santa Cruz #sc-27318), Lef1 (Cell Signaling #2230), Pecam (BD Pharmingen #BDB550274, San Jose, CA), Bcl2-like 11 (Bim) (Cell Signaling #2819), Meis1/2/3 (Millipore #05-779), aCaspase3 (Promega #PRG7481, Madison, WI), and phospho-histone H3 (Sigma #H9161). TSA amplification was used for Yap, pYap, and Anxa2 antibodies. Sequential immunofluorescence staining followed by goat anti-Rabbit IgG blocking (Jackson ImmunoResearch #111-007-003) was performed for coimmunofluorescence with multiple antibodies raised in rabbit. All immunofluorescence staining was performed on at least three sets of E18.5 embryos for controls and mutants from three different litters, and images were acquired on a Leica DM2500 microscope equipped with a Qimaging QICAM Fast 1394 camera, and rotated for representation purposes. All image quantification was performed with the use of ImageJ.

### Taqman miRNA arrays

miRNA profiling was performed using Taqman quantitative miRNA assays in a 384-well microfluidic card format (Life Technologies). To isolate FoxD1^+^ cells and their cellular derivatives for profiling, we performed fluorescence-activated cell sorting (FACS) using E15.5 *FoxD1*^*GC*^*;tdTomato;Dicer*^*fl/+*^ kidneys, which permanently express the tdTomato fluorescent protein in all cells derived from the FoxD1^+^ lineage. The tdTomato-positive cells were sorted directly into TRIzol (Life Technologies), and total RNA, including the miRNA fraction, was purified using the Direct-zol RNA MiniPrep Kit (Zymo Research, Irvine, CA). Two sets of pooled total RNA were submitted to the University of Pittsburgh Genomics Research Core for miRNA quantitative PCR profiling using the TaqMan Array Rodent MicroRNA A Card Set v2.0 (Life Technologies) with preamplification. The data were analyzed in R using an HTqPCR package (Bioconductor) (Dvinge and Bertone 2009) and miRNA *C*_T_ values normalized against the U6snRNA. miRNAs enriched in the renal stroma were identified with a raw *C*_T_ value of <30. Locked nucleic acid (Exiqon) section in situ hybridization (LNA-SISH) was performed to validate the miRNA qPCR data, as previously described (Ho et al. 2011).

### Illumina microarray analysis

Whole-transcriptome microarray profiling was performed using an Illumina MouseWG-6 v2.0 chip on three litters of E15.5 and E18.5 kidneys. Each litter consists of kidneys pooled from two embryos per genotype (*FoxD1*^*GC*^*;Dicer*^*fl/fl*^, and Cre-negative littermate controls), resulting in a total of six biological replicates per genotype being assayed for each time point. Total RNA was extracted with the RNeasy Mini Kit (Qiagen, Valencia, CA), followed by a Bioanalyzer test using an Agilent RNA 6000 Nano Kit to assess the integrity of the RNA. All Bioanalyzer quality control, labeling, hybridization, and array scanning were performed at the University of Pittsburgh Genomics Research Core. The microarray data were analyzed as previously described (Phua et al. 2013), using *lumi* and *limma* packages from Bioconductor in R (Smyth 2004; Du et al. 2008). Litter differences were factored into the linear model fit formula, and genes with a *B*-statistics value of >0 are considered statistically significant. Pathway analyses were performed using ToppFun (Chen et al. 2009), Gene Set Enrichment Analysis (Subramanian et al. 2005), and GENE-E (Broad Institute). miRNA:mRNA interactions were analyzed in ingenuity pathway analysis.

Quantitative real-time PCR was performed using standard SYBR Green assay on a BioRad CFX96 Touch Real-Time PCR Detection instrument. Cycle number (*C*_q_) was obtained through regression analysis mode, followed by normalization to *glyceraldehyde 3-phosphate dehydrogenase* (*Gapdh)* as the reference gene. Primers used for the microarray validation were designed to encompass the microarray probe sequence using Primer-BLAST, and are listed in Table S1. The microarray data are available on GEO under the following accession number: GSE64442. Primers used to evaluate the excision of *Dicer* exon 24 are listed in Table S6. Section in situ hybridization validation of the microarray was performed as previously described using riboprobes that were PCR-synthesized from whole-embryo cDNA (Rumballe et al. 2011). Sequencing was performed using T7 primers, followed by nucleotide-BLAST to confirm gene specificity. Primers used for the riboprobe synthesis were designed to encompass the microarray probe using Primer-BLAST (Ye et al. 2012), and are listed in Table S2.

### Western blotting

Total protein was extracted from three litters of E18.5 kidneys using radioimmunoprecipitation assay (RIPA) buffer supplemented with cOmplete protease inhibitor cocktail (Roche, Indianapolis, IN). Protein lysates were separated on an Any kD™ Precast SDS-PAGE gel (BioRad, Hercules, CA), transferred to a PVDF membrane, blocked with 5% nonfat milk and probed with the following antibodies: Bcl2-like 11 (Bim) (Cell Signaling #2819), p53 (Santa Cruz #sc-6243), and Gapdh (Trevigen #2275-PC-100). Detection was performed using ECL Plus Substrate (Thermo Scientific, Waltham, MA), followed by exposure to X-ray films. Antibodies were stripped from the membrane using Restore Western Blot Stripping Buffer (Thermo Scientific) prior to subsequent immunodetections.

## Results

### Loss of stromal miRNAs results in a multifaceted renal phenotype

The *FoxD1*-positive cortical renal stroma in the developing kidney marks a stromal progenitor population that gives rise to diverse cell lineages, including the cortical and medullary interstitial cells, glomerular mesangial cells, and pericytes (Kobayashi et al. 2014). To delineate the role of stromal miRNAs in renal development, we ablated *Dicer*, an endoribonuclease required for miRNA biogenesis, in the renal stroma and its derivatives by generating *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ transgenic mice (Harfe et al. 2005; Humphreys et al. 2010). To evaluate the excision of *Dicer* exon 24 from the *Dicer*^*fl*^ allele by the *FoxD1*^*GC*^ allele, we performed quantitative real-time PCR and observed a significant decrease in exon 24 (***P <* *0.001) but not exons 21 and 23 transcripts in our mutant model (Fig.1A). Moreover, LNA SISH showed reduced miR-17 expression within the FoxD1^+^ derived medullary interstitium, indicative of impaired miRNA biogenesis in our model (Fig.1B).

**Figure 1:**
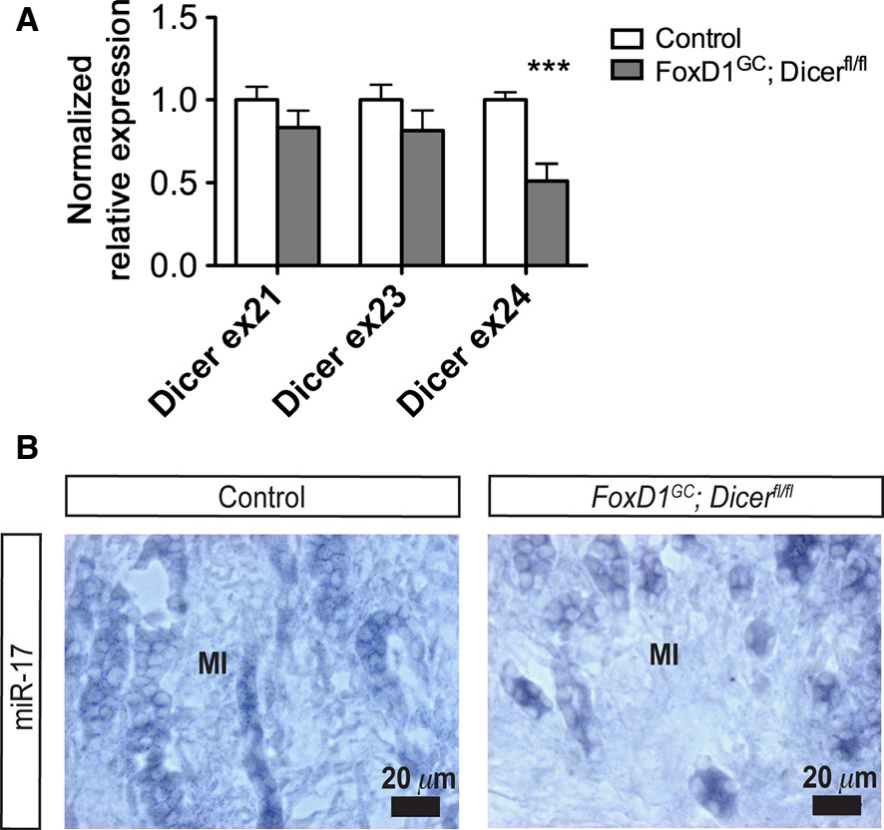
*Dicer* exon 24 excision resulted in impaired miRNA biogenesis in E18.5 *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ kidneys. (A) To evaluate the excision of *Dicer* exon 24, quantitative real-time PCR was carried out and revealed a significant decrease in *Dicer* exon 24, but not in exons 21 and 23 transcripts (*n *=* *6, ***P <* *0.001). (B) LNA SISH revealed reduced miR-17 expression within the *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ medullary interstitium (MI), thereby indicating impaired miRNA biogenesis as a consequence of loss of Dicer activity.

Previous studies have shown that the *FoxD1*^*GC*^ allele is expressed as early as embryonic day 10.5 (E10.5) (Kobayashi et al. 2014). However, histological analysis of embryonic day E13.5 and E15.5 *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ kidneys revealed no overt disruption to the initial events of renal development, with the appearance of condensing nephron progenitors around ureteric bud tips, and the formation of early developing nephron structures, such as renal vesicles (Fig.2A–D). By E18.5, *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ embryos developed renal hypodysplasia, with fewer developing nephron structures, in the context of a disorganized nephrogenic zone (Fig.2E–H). The renal length/crown–rump ratio was significantly decreased in mutant embryos, suggesting that the renal hypodysplasia is more likely to reflect a direct requirement for Dicer activity in the renal stroma during nephrogenesis rather than global developmental delay (Fig.2K).

**Figure 2:**
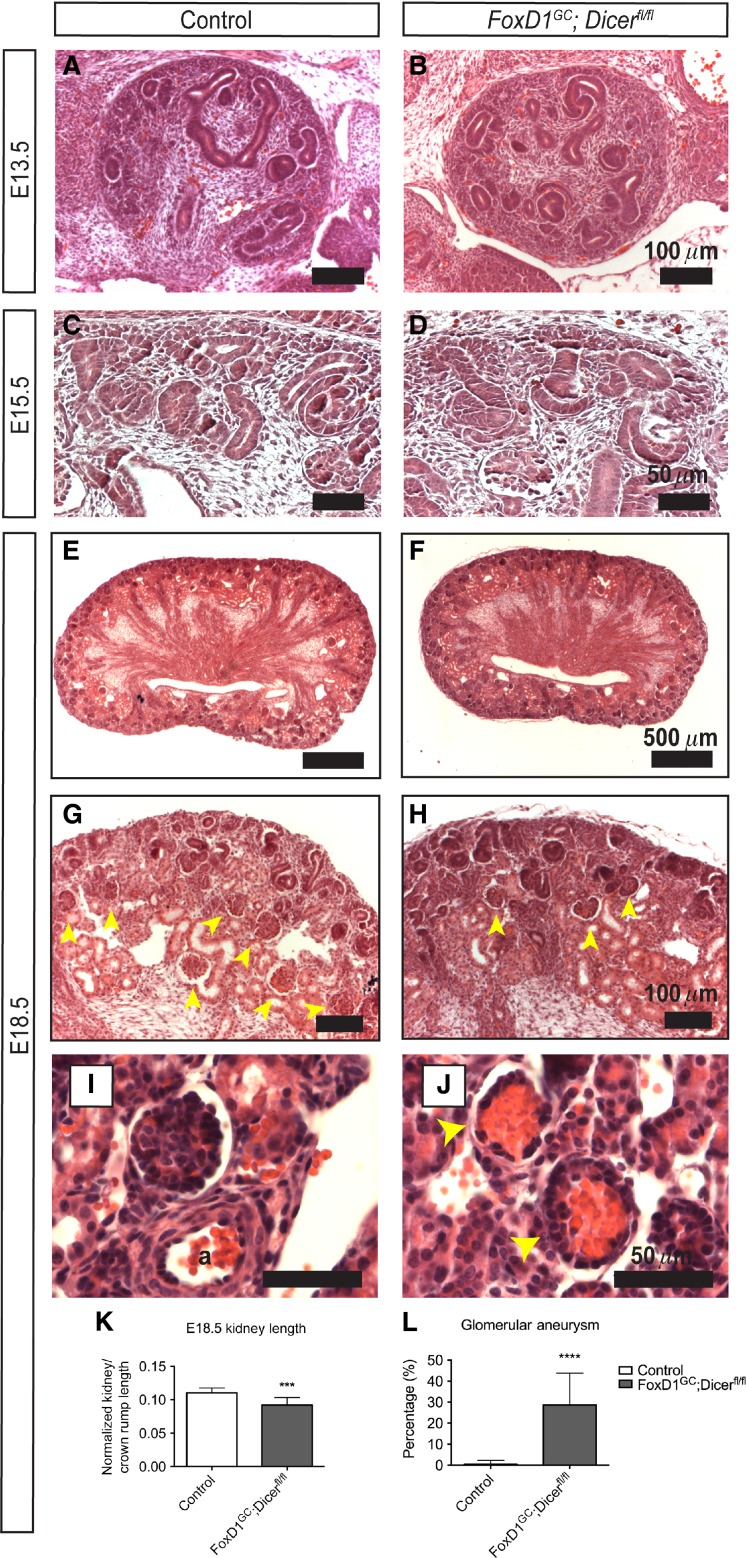
Loss of stromal miRNAs resulted in renal hypodysplasia in *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ kidneys. (A, B) Histological analysis of E13.5 kidneys revealed no overt defects in *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ kidneys. (C, D) Similarly, no obvious defects were noted histologically in E15.5 control and *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ kidneys, with the appearance of developing nephrons. (E, F) At E18.5, a patent renal papilla was observed in both control and *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ kidneys. (G, H) In comparison to controls, *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ kidneys exhibited fewer developing glomeruli (yellow arrowheads) and a disorganized nephrogenic zone at E18.5. (I, J) A subset of juxtamedullary *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ glomeruli demonstrated an microaneurysmal phenotype at E18.5 (yellow arrowheads). a, artery. (K) At E18.5, *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ kidneys were smaller than control counterparts, as measured by renal length normalized to crown–rump length. ***P <* *0.001 (Student’s *t*-test). (L) Since glomerular microaneurysms occur only within the juxtamedullary region, semiquantitative counting of 352 control and 406 *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ juxtaglomerular glomeruli (*n *=* *3 kidneys for both controls and mutants) showed that approximately 28 ± 15% of *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ glomeruli had microaneurysms as denoted by atypical capillary ballooning with loss of patent capillary loops. ****P <* *0.0001. Histological analysis was performed on at least three control and mutant embryos.

Interestingly, histological analysis of *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ kidneys also demonstrated glomerular capillary microaneurysms, most often in mature juxtamedullary glomeruli (Fig.2I and J). Semiquantitative counting of glomeruli from control (*n *=* *3) and *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ (*n *=* *3) midsagittal sections showed that approximately 29 ± 15% of *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ glomeruli contained microaneurysms (****P <* *0.0001) (Fig.2L). This observation suggests that miRNAs in the glomerular mesangium play a role in glomerular vascular maintenance upon maturation, and that the onset of the defect is a progressive event that occurs during late-stage nephrogenesis. Together, these results suggest that stromal miRNAs are likely to have important roles in regulating the renal cortical interstitium, which comprises the nephron progenitor niche, and vascular supporting cells derived from FoxD1-positive cells, such as the glomerular mesangium.

### Lack of stromal miRNAs affects both the stromal and nephron progenitor compartments in kidney development

The renal stroma functions as a critical microenvironment for nephron progenitors, and is the source of signals that regulate the self-renewal and differentiation of nephron progenitors (Das et al. 2013). To address the effects of loss of Dicer activity in the renal stroma on the interaction between the FoxD1^+^ stromal cells adjacent to nephron progenitors, we first performed whole-mount immunofluorescence staining for Six2 (nephron progenitor) (Kobayashi et al. 2008), FoxD1 (renal stroma) (Kobayashi et al. 2014), and Calbindin (ureteric bud) from E13.5 to E18.5. Subtle increases in Six2^+^ nephron progenitors at E15.5 were noted, and by E18.5, the *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ kidneys displayed a clear expansion, and disorganization, of Six2^+^ nephron progenitors around ureteric tips and reduced FoxD1^+^ stroma, in comparison to the well-defined nephron progenitor niches composed of FoxD1^+^ renal stroma in control kidneys (Fig.3A and B). Ureteric branching morphogenesis also appeared to be perturbed in the absence of stromal miRNAs (Fig.3A and B). In accord with the whole-mount staining, quantitative real-time PCR verified the increase in *Six2* (*P <* *0.05) and decrease in *FoxD1* transcripts (*P <* *0.05) (Fig.3I). Two other markers of nephron progenitors, *Cited1* (***P <* *0.001) and *Eya1* (***P <* *0.001), also demonstrated increased transcript levels by quantitative real-time PCR, suggesting that there is an overall increase in the number of nephron progenitors, rather than simply increased Six2 expression in progenitors (Fig.3I) (Kalatzis et al. 1998; Boyle et al. 2008).

**Figure 3:**
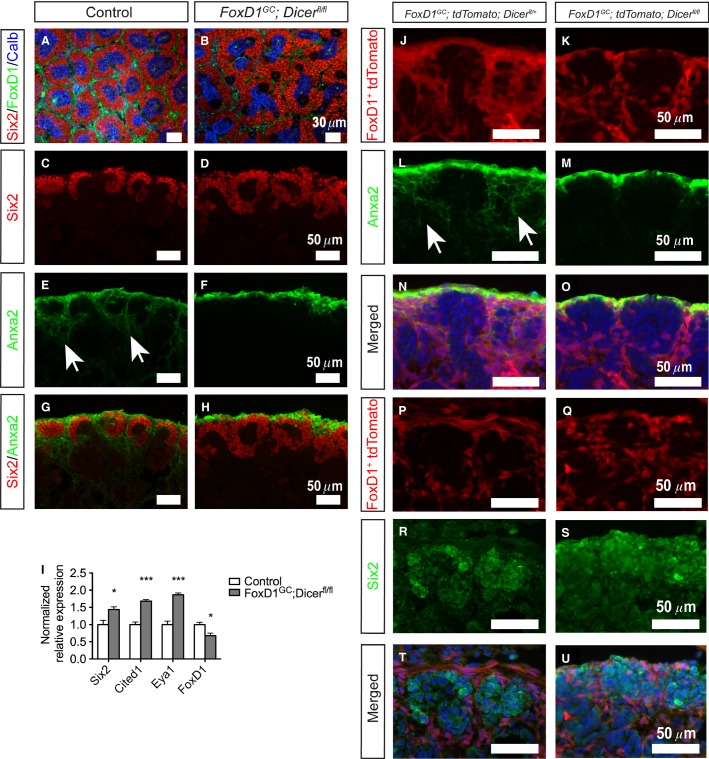
Loss of stromal miRNAs resulted in expansion of nephron progenitors and an intrinsic stromal defect. (A, B) Whole-mount immunofluorescence staining for Six2 (nephron progenitor), FoxD1 (renal stroma), and Calbindin (ureteric tips) revealed disorganization and expansion of nephron progenitors surrounding the ureteric tips, with decreased FoxD1^+^ cells, in E18.5 *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ kidneys. (C–H) Section immunofluorescence also reaffirmed the aberrant expansion of Six2^+^ (red) nephron progenitors, and loss of Anxa2^+^ (green) stroma in the interdigitating renal cortical stroma of E18.5 *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ kidneys (white arrows). (I) Quantitative real-time PCR performed on control and *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ E18.5 kidneys confirmed increased levels of *Six2, Cited1,* and *Eya1* expression in nephron progenitor and reduction of *FoxD1* transcripts. *n *=* *6, *P <* *0.05, ***P <* *0.001. (J–O) Lineage tracing of the renal stroma performed with *tdTomato* reporter mice (red) demonstrated that while lineage tagged *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ stroma (*FoxD1*^*GC*^*;tdTomato;Dicer*^*fl/fl*^*)* adopts the expression pattern observed in E18.5 *FoxD1*^*GC*^*;tdTomato;Dicer*^*fl/+*^ kidneys (white arrows), the interdigitating stroma lacked Anxa2 expression (green). (P–U) Lineage tracing and Six2 immunostaining at E18.5 revealed that expansion of *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ Six2^+^ nephron progenitors is not due to transdifferentiation of the FoxD1^+^ renal stroma into nephron progenitors. Immunofluorescent studies were performed on at least three control and mutant embryos.

To further define the effects of loss of Dicer activity in the renal cortical stroma, section immunofluorescence staining was performed for Annexin2 (Anxa2), a newly identified renal stromal marker (Brunskill et al. 2014). Although control kidneys showed well-defined Six2^+^ nephron progenitor populations with interdigitating Anxa2^+^ stroma, *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ kidneys showed expansion of Six2^+^ cells accompanied by a lack of interdigitating Anxa2^+^ stroma (Fig.3C–H). Of note, expression of Anxa2 in the renal capsule appeared to be unaffected in the *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ kidneys (Fig.3E–H). In accord with the Anxa2^+^ staining, the expression of another renal stromal marker, Tenascin, demonstrated decreased and disorganized expression between nephron progenitors (Fig.4A–F). Lineage tracing was performed by generating *FoxD1*^*GC*^*;tdTomato;Dicer*^*fl/fl*^ mice, which permanently express tdTomato in all cells derived from the FoxD1^+^ lineage. Fate mapping of the FoxD1^+^ lineage in *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ kidneys showed that while tdTomato^+^ cells were appropriately localized in the nephrogenic zone with no evidence for overt transdifferentiation into nephron progenitors, the interdigitating tdTomato^+^ cells between nephron progenitors lacked Anxa2 expression (Fig.3J–U). This finding suggests that there exists an Anxa2^+^ subpopulation in the renal cortical stroma that is differentially affected by loss of miRNAs in FoxD1-derived cells. The functional significance of this population remains unknown.

**Figure 4:**
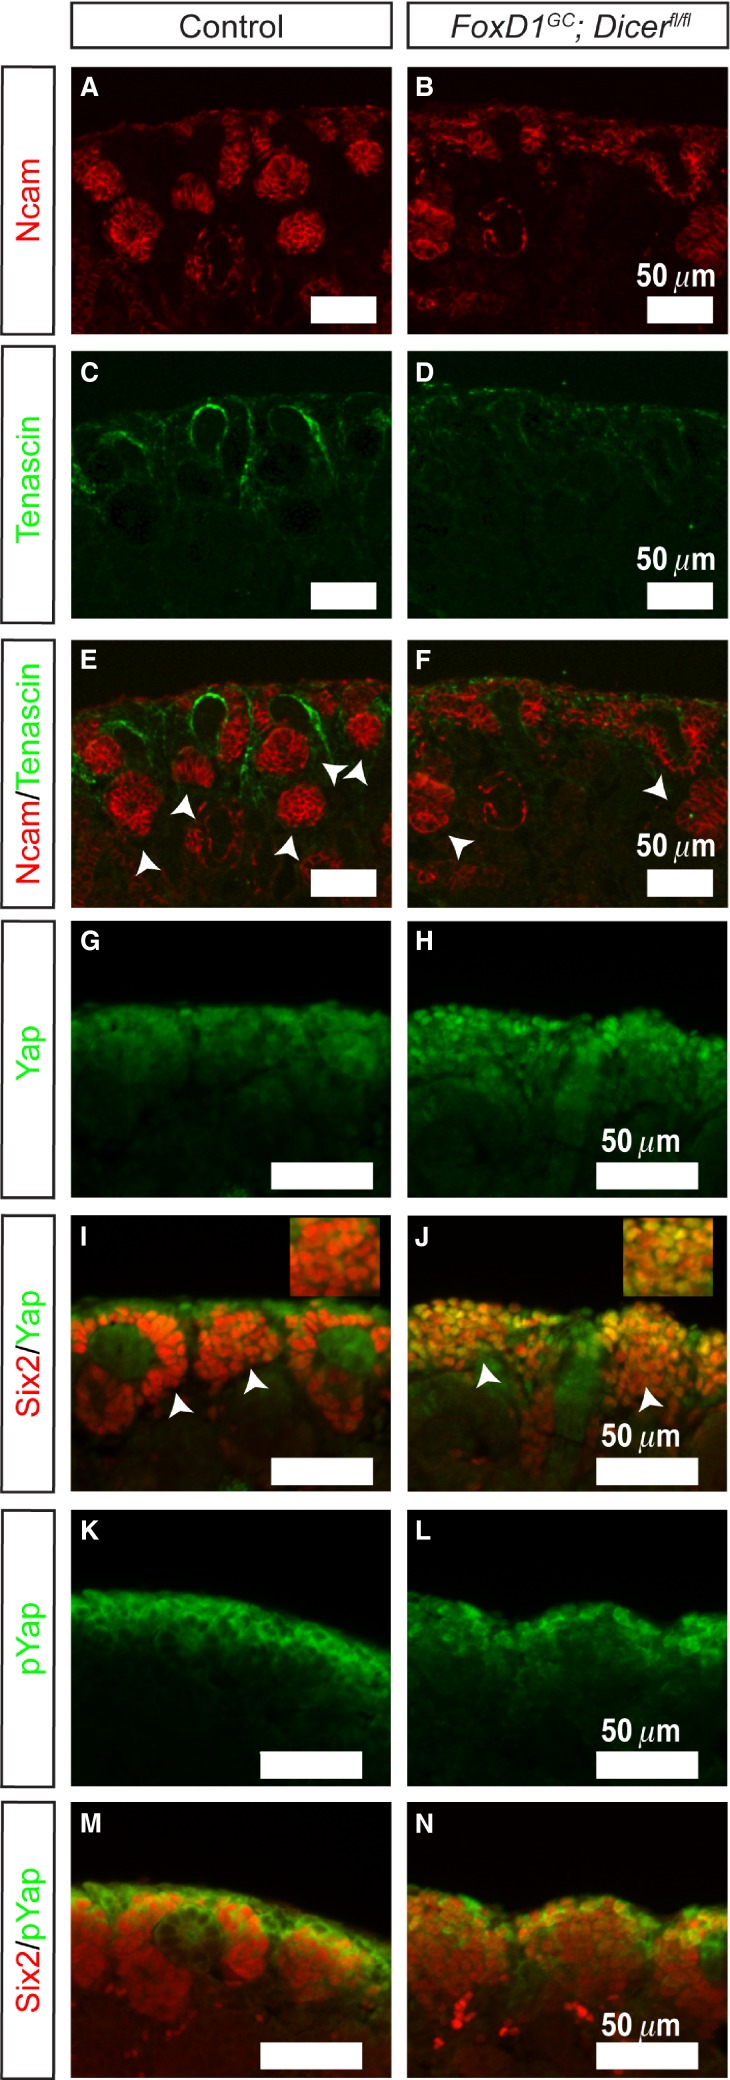
*FoxD1*^*GC*^*;Dicer*^*fl/fl*^ kidneys demonstrate fewer developing nephrons, and dysregulation of Yap signaling in *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ nephron progenitors. (A–F) E18.5 *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ kidneys exhibited fewer Ncam^+^ differentiating nephrons (arrowheads) (red), amid loss of interdigitating Tenascin^+^ (green) renal cortical stroma. (G–J) Immunofluorescence staining for Yap (green) showed increased nuclear Yap localization in the E18.5 *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ Six2^+^ nephron progenitors (red). The insert illustrates a higher magnification of the image. (K–N) pYap staining (green), however, revealed no differences between the E18.5 *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ and control kidneys. Immunostaining was performed on at least three control and mutant embryos.

Aside from the stromal defects, *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ kidneys demonstrate an increase in Six2^+^ cells, indicating a noncell autonomous effect on nephron progenitors. This observation is reminiscent of the *stromaless* mice phenotype, whereby ablation of the renal stroma resulted in an expansion of the nephron progenitor population (Das et al. 2013; Hum et al. 2014). The aberrant expansion of Six2^+^ nephron progenitors in *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ kidneys could arise from an impaired transition of the Six2^+^ cells into epithelialized nephrons. While Ncam staining showed evidence for developing nephrons, the numbers of Ncam^+^ structures were fewer than their control counterparts, so we cannot exclude at least a partial defect in differentiation (Fig.4A–F) (Klein et al. 1988). Similar to the *stromaless* mice, the *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ kidneys displayed increased nuclear Yap accumulation in Six2^+^ cells (Fig.4G–J). In contrast, pYap localization within the *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ Six2^+^ cells appears unaffected (Fig.4K–N), indicating that the nephron progenitors were still responsive toward stroma-Fat4/Yap signaling in the absence of miRNAs, and therefore, potentially retain the competency to undergo differentiation into epithelialized structures.

### Glomerular mesangial defects in *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ kidneys

Glomerular mesangial cells are specialized pericytes derived from the renal stroma that function as a dynamic support structure for glomerular endothelial cells (Lindahl et al. 1998). Formation of the glomerular vasculature begins when both endothelial and mesangial cells are recruited into the developing comma-shaped bodies, progressing into s-shaped bodies, and eventually capillary loop nephron as development proceeds (Lindahl et al. 1998). Notch signaling is indispensable for the initial migration of presumptive mesangial cells into the developing comma- and s-shaped bodies (Boyle et al. 2014; Lin et al. 2014). To address whether the mesangial defects in *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ glomeruli were due to a failure in migration of mesangial cells, immunostaining was performed, and demonstrated the presence of Desmin^+^ mesangial cells migrating into the developing comma- and s-shaped bodies, with the proximal segments marked by WT1 staining (Fig.5A–D). This was also followed by successive progression into capillary loop nephrons, whereby glomerular capillary intussusception was accompanied by formation of the Pdgfr*β*^+^ mesangium network within Lef1^+^ early podocytes. Notably, there was decreased capillary looping in *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ glomeruli as compared to the controls (Fig.5E and F). Interestingly, *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ mature glomeruli exhibited an intrinsic mesangial defect, accompanied by a reduction in the mesangial markers, Pdgfr*β* and Desmin (Fig.5G–L). The mesangial defect, however, appears to be an intrinsic abnormality as a consequence of a loss of stromal miRNAs, since WT1^+^ podocytes and Pecam^+^ endothelium continued to be present in defective glomeruli (Fig.5G–J). Collectively, the results demonstrated that the *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ mesangial abnormality was not due to a defect in initial specification of mesangial cells or vascular migration during nephrogenesis, but rather an inability to promote cellular survival.

**Figure 5:**
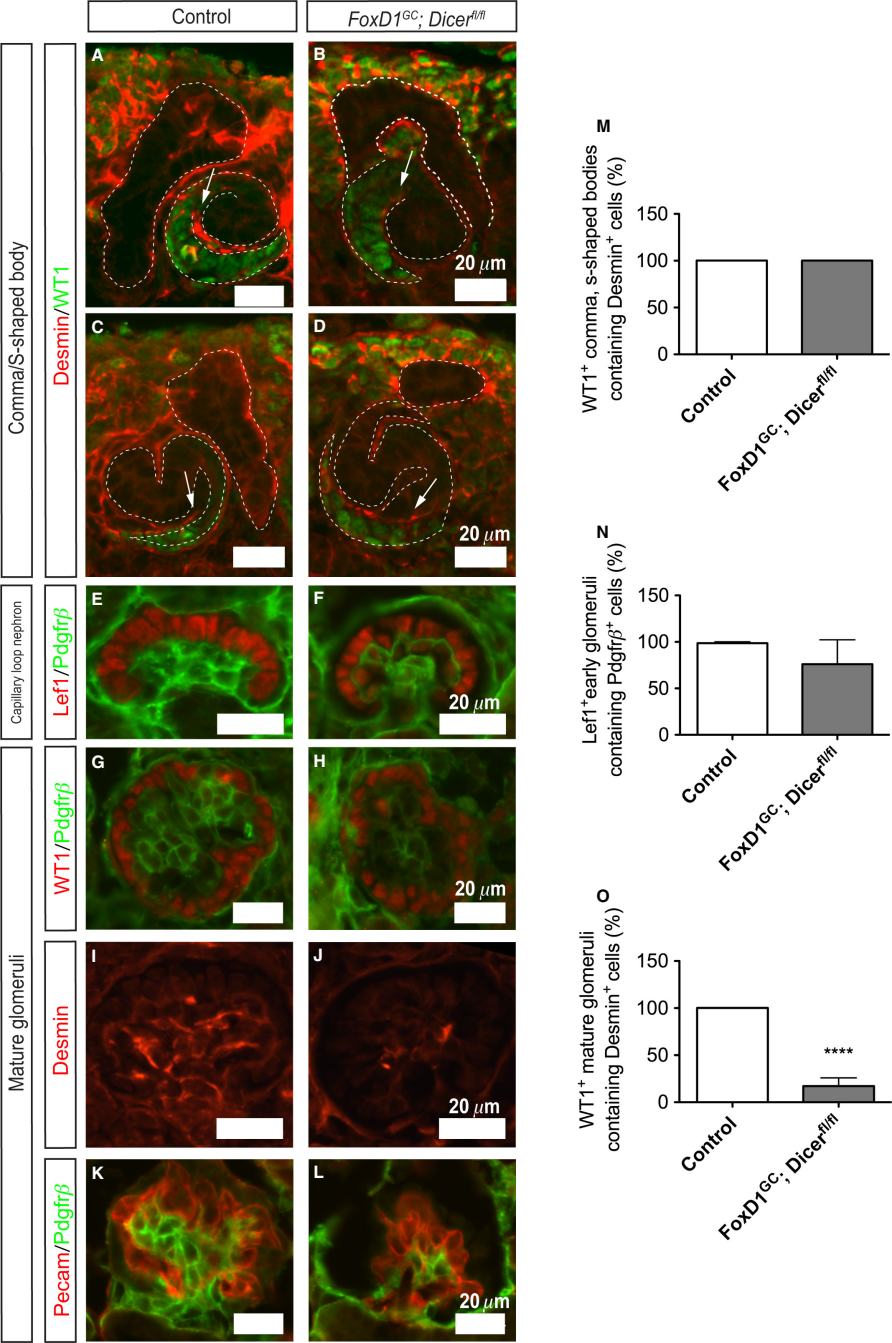
Mesangial defects in *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ mature glomeruli at E18.5. (A–D) Immunofluorescence staining for Desmin (red) showed evidence for early mesangial cell migration in both control (*n *=* *3 embryos, 25 comma-/s-shaped bodies) and *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ (*n *=* *3 embryos, 16 comma-/s-shaped bodies) developing WT1^+^ (red) comma- and s-shaped bodies. (E, F) Developing capillary loop nephrons as marked by expression of Lef1 (red) in early podocytes showed evidence for Pdgfr*β*^+^ (green) mesangial formation in *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ kidneys (*n *=* *3 embryos, 49 glomeruli), although the mesangial network appeared simplified when compared to controls (*n *=* *3 embryos, 52 glomeruli). (G–L) Mature *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ glomeruli displayed overt mesangial abnormalities as evident by a significant reduction in Pdgfr*β*^+^ (green) and Desmin^+^ (red) immunoreactivity. (M–O) Semiquantitative analysis revealed no significant difference in developing WT1^+^ comma- and s-shaped bodies (M) or Lef1^+^ early glomeruli (N) in control and *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ embryos. However, there were significantly fewer WT1^+^ mature glomeruli with a Desmin^+^ mesangial network in *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ kidneys (*n *=* *3 embryos, 29 glomeruli, ****P <* *0.0001), when compared to controls (*n *=* *3 embryos, 19 glomeruli) (O). The presence of WT1^+^ (red) podocytes and intussuscepted Pecam^+^ (red) capillaries in the *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ glomeruli suggest that the mesangial defects are likely to be a primary consequence of loss of stromal miRNAs.

### Stromal miRNAs are required for the establishment and maintenance of multiple renal vascular-related compartments

Besides formation of the glomerular mesangial network, FoxD1^+^ stroma gives rise to multiple vascular supportive cell types including capillary pericytes and components of the juxtaglomerular apparatus (afferent arteriole smooth muscle and renin-expressing cells) (Kobayashi et al. 2014). Even accounting for the reduced number of glomeruli in *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ kidneys, both *α*SMA and Ren1 immunostaining revealed a decrease in afferent arteriole smooth muscle and renin-expressing cells at the glomerular vascular pole of *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ kidneys as compared to the controls (Fig.6A–D). Additionally, *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ glomeruli lacked *α*SMA^low^ expression in the mesangium, providing further evidence for a mesangial defect (Fig.6E–J).

**Figure 6:**
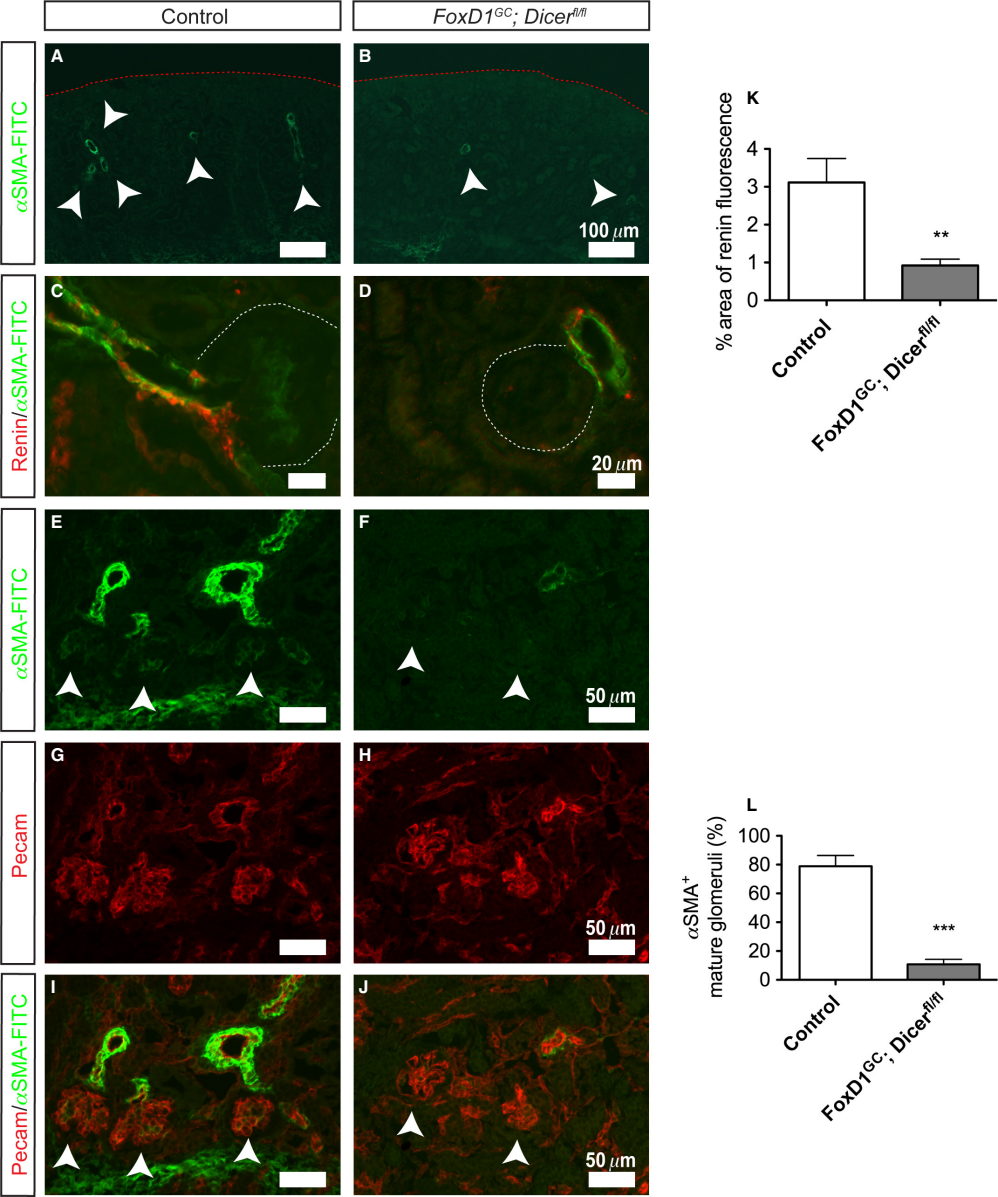
Reduced smooth muscle arterioles and renin-expressing cells in *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ kidneys. (A, B) Immunofluorescence staining for *α*SMA-FITC conjugate showed a significant reduction of smooth muscle arteries in E18.5 *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ kidneys (arrowheads). (C,D, and K) Remnant *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ glomerular smooth muscle arterioles at E18.5 exhibited a significant reduction in renin-expressing cells (red) (*n *=* *3 embryos, 15 control and 16 *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ optical images at 40× magnification, **P <* *0.01). (E–J and L) Immunofluorescence staining for the *α*SMA-FITC conjugate demonstrates a reduction in expression associated with glomeruli. Consistent with a mesangial defect, *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ glomeruli lacked expression of *α*SMA-FITC^low^ as compared to controls (arrowheads) (*n *=* *3 embryos, 43 control and 73 *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ mature glomeruli, ***P <* *0.001). Staining for Pecam (red) was used to identify blood vessels and glomerular endothelial cells.

### miRNA expression profile in the renal stroma and derivatives

The results thus far have demonstrated that loss of stromal miRNAs results in a multifaceted renal phenotype with defects in the nephron progenitor niche, glomerular mesangium, smooth muscle arterioles, and renin-expressing cells. To identify candidate miRNAs that could be modulating this phenotype, we performed FACS for tdTomato^+^ labeled cells from E15.5 *FoxD1*^*GC*^*;Dicer*^*fl/+*^*;tdTomato* kidneys for miRNA qPCR profiling, the earliest time point at which a phenotype was noted (Fig.2). Of the 375 miRNAs assayed by TaqMan miRNA Array, 125 showed enrichment in the renal stroma and its derivatives based on *C*_T_ cutoff value of <30 (Fig.7A) (Table S3). These miRNAs included several miRNAs involved in vascular development (miRs-34a, 126, 145, 296-5p 302a, and 320) (Jeyaseelan et al. 2008; Cordes et al. 2009; Larsson et al. 2009; Liu et al. 2009; Pang et al. 2010; Vaira et al. 2012), members of the *miR-17˜92* cluster (miRs-17, 19a, 19b, 20a, 20b, 92a), and apoptosis-related miRNAs (miRs-10a, 17 and 106) (Ho et al. 2011) (Fig.7B). To validate the miRNA profiling data, we performed locked nucleic acid section in situ hybridization (LNA-SISH) and corroborated the expression for miRs-320a, 34a, 126, and 145 (Fig.7C). Besides the stromal expression for miRs-320a and 34a, these miRNAs were also present in nephron progenitors, ureteric bud, and epithelial tubules (Fig.7C). On the other hand, miRs-126 and 145 displayed a more restrictive expression pattern, confined to the smooth muscle arteries, glomerular vasculature, and blood vessels (for miR-126) (Fig.7C).

**Figure 7:**
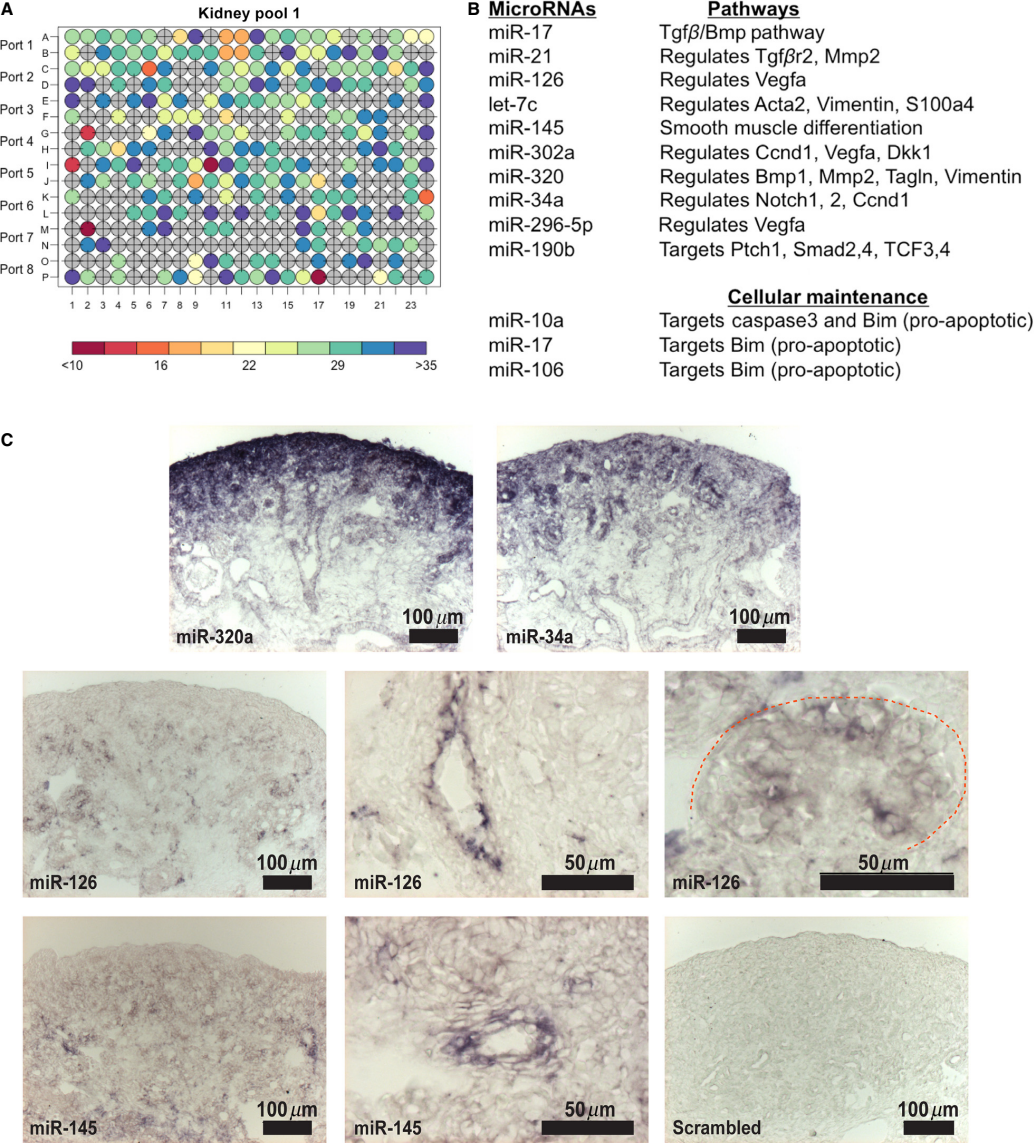
miRNA expression profile of the renal stroma. (A) High-throughput miRNA TaqMan quantitative PCR profiling of two sets of pooled renal stroma revealed enrichment of 125 of 375 miRNAs assayed based on a *C*_T_ value of <30 at E15.5. (B) A subset of miRNAs is associated with key regulatory pathways involved in vascular development and cellular development. (C) LNA-SISH showed expression of miRs-320a, 34a, 126, and 145 in renal stroma and/or their cellular derivatives in E18.5 wild-type kidneys. miRs-320a and 34a were also present in nephron progenitors, ureteric bud, and epithelial tubules. On the other hand, miRs-126 and 145 displayed a more restrictive expression pattern, confined to the smooth muscle arteries, glomerular vasculature, and blood vessels (for miR-126).

### Stromal miRNAs are required for maintenance of its cellular descendants

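Whole kidneys at embryonic day 15.5 were profiled on 6 Illumina MouseWG-6 v2.0 arrays, 3 of *FoxD1* GC*;Dicer* fl/fl kidneys and 3 of Cre-negative control kidneys. In these embryos a Cre recombinase expressed from the *Foxd1* locus removes floxed *Dicer1*, which encodes the enzyme that processes precursor miRNAs to their mature form, from the renal stroma and its descendants. Each array held RNA pooled from the kidneys of 2 embryos of one genotype and litter, and each of 3 litters gave a control array and a mutant array. *Dicer1* RNA, measured over all cells of the kidney, averaged 7.86 ± 0.23 (SD, n = 3 arrays) on the log2 scale in controls and 7.53 ± 0.20 (SD, n = 3) in mutants, a log2 fold change of -0.33 (standard error 0.21, adjusted p = 0.86 from limma). Its brightest probe was lower in the mutant in each of the 3 litters (-0.17 without litter 3), and 2 dimmer probes had log2 fold changes of -0.15 and 0.09. Whether any of these probes lies in the floxed part of the gene is not given in the sources used here, so they do not check the deletion. *Foxd1*, from whose locus the Cre is expressed, had a log2 fold change of -0.32 (standard error 0.20, adjusted p = 0.86 from limma) and was lower in each litter. The controls carried no Cre, so these arrays cannot separate an effect of the Cre allele at *Foxd1* from that of *Dicer1* loss.

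The authors deposited, for each probe and array, the average bead signal without background subtraction or normalization and a detection p-value against negative control beads. The median signal of an array was 106.3 to 123.7, close to the 94.1 to 107.4 of its undetected probes, and between 37.5% and 44.7% of 45277 usable probes were detected on an array at a p-value under 0.05. The 95th percentile of signal was 10.0 to 11.0 times the median of the undetected probes on the control arrays and the mutant array of litter 1, and 8.26 and 8.27 times it on the mutant arrays of litters 2 and 3. From these signals, background was corrected by normexp on the detection p-values with an offset of 16, arrays were quantile normalized, and values were put on the log2 scale (neqc in limma). The 18639 probes detected on at least 3 of the 6 arrays entered a linear model with litter and genotype, as the paper's methods name limma, litter in the model and a *B*-statistic above 0. The paper's text does not name the background correction, the normalization or the filter on dim probes. The number of arrays limits the precision, and the median standard error of a log2 fold change was 0.22.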

To comprehensively define the transcriptional changes that may be modulating the defects in the *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ kidneys, we performed whole-transcriptome microarray profiling on E15.5 and E18.5 *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ and control kidneys. A total of 717 genes were identified to be differentially expressed in E18.5 *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ kidneys based on a on *B*-statistics > 0 (Table S4). In contrast, profiling of E15.5 *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ kidneys revealed 116 differentially expressed genes (Table S5).

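At E15.5, *Penk*, which encodes the precursor of the enkephalin peptides and was on a list of renal stroma genes, averaged 8.49 ± 0.24 (SD, n = 3 arrays) on the log2 scale in control kidneys and 6.40 ± 0.03 (SD, n = 3) in *FoxD1* GC*;Dicer* fl/fl kidneys. This is a log2 fold change of -2.09 (standard error 0.20, adjusted p = 0.32 from limma). *Acta2*, the actin of smooth muscle, was at 11.82 ± 0.15 (SD, n = 3) in controls and at 10.55 ± 0.51 (SD, n = 3) in mutants, a log2 fold change of -1.27 (standard error 0.25, adjusted p = 0.76 from the same test), with 3 other probes between -0.82 and -1.30. *Igdcc3*, an immunoglobulin superfamily receptor gene, had a log2 fold change of 1.66 (standard error 0.19, adjusted p = 0.32). *Paip1*, which encodes a partner of the poly(A)-binding protein, had one of 1.21 (standard error 0.21, adjusted p = 0.71). It lies on chromosome 13, as does *Foxd1*, so a strain difference linked to the Cre allele cannot be told there from an effect of *Dicer1* loss. Each of these 4 genes differed in the same direction in all 3 litters.

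No probe reached *B* above 0 or an adjusted p under 0.05 in limma with litter in the model. An unadjusted p under 0.05 was reached by 1029 of 18639 probes, 483 higher and 546 lower in the mutant, where chance alone gives 932. Without litter in the model, 34 probes had *B* above 0, 10 higher and 24 lower, *Penk*, *Igdcc3* and *Paip1* among them. Other genes at the top of Table S5 also differed the same way in every litter: the chromatin protein gene *Hmgn3* by -0.74 (standard error 0.19), the fibrillar collagen gene *Col3a1* by -0.51 (standard error 0.19), *Spats2l* by -0.64 (standard error 0.20), *Snhg18* by -0.65 (standard error 0.19) and 1700025G04Rik by -0.40 (standard error 0.19), each with an adjusted p of 0.86. All 116 probes of Table S5 had the sign given there in each of the 3 litters, and 82 of them had an unadjusted p under 0.05. The study chose those probes on these same arrays, so this is not independent evidence of their direction.

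**Figure D1:**
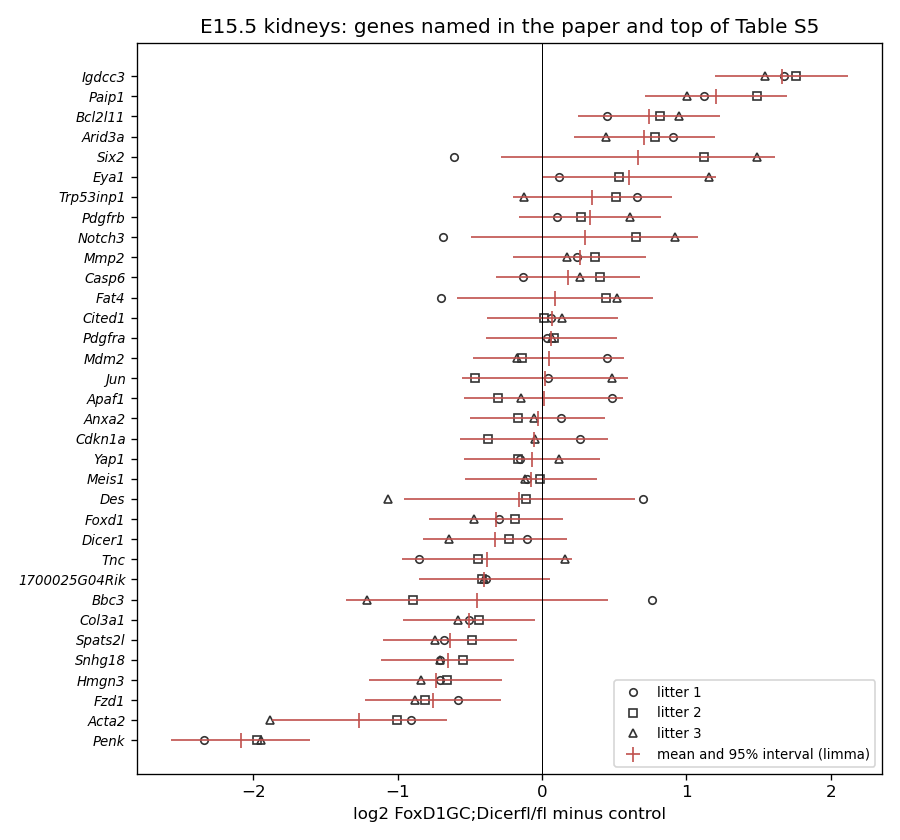
Log2 difference between *FoxD1* GC*;Dicer* fl/fl and control kidneys at E15.5 (horizontal axis) for 34 genes that the paper names or that head Table S5 (vertical axis). Open symbols are the 3 litters, and the red tick and line are limma's mean and its 95% confidence interval. *Penk* lies at -2.34, -1.98 and -1.95 and *Igdcc3* at 1.67, 1.76 and 1.54, whereas *Six2* lies at -0.61, 1.12 and 1.49.

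Lists of cell death genes went both ways. Of 9 measured p53 effectors named by the paper, 7 were higher and 2 lower (median 0.05, camera adjusted p = 0.20, and adjusted p = 0.042 with the series-matrix values). With a correlation estimated from the arrays in place of the preset 0.01, the first of these was 0.78. The median of these effectors was 0.45, -0.14 and -0.05 in litters 1, 2 and 3, so it was above 0 in litter 1 alone. Of 19 genes of the Bcl2 family and caspases, 8 were higher and 11 lower (median -0.03, camera adjusted p = 0.76). That list mixes inducers and inhibitors of cell death, so its median cannot show whether cell death changed. Of 21 general p53 targets, 10 were higher and 11 lower (median -0.04, camera adjusted p = 0.76). *Bcl2l11*, the gene of the proapoptotic protein Bim, had a log2 fold change of 0.74 (standard error 0.21, adjusted p = 0.86 from limma) and was higher in all 3 litters, with 1.41 and 0.14 at 2 dimmer probes. *Arid3a*, a let-7 target that the paper names among the p53 effectors, was at 0.71 (standard error 0.21, adjusted p = 0.86) and also higher in all 3 litters. Of 17 measured genes of mesangium, pericytes, smooth muscle and renin cells, 7 were higher and 10 lower, with a median log2 fold change of -0.16 (camera adjusted p = 0.22). The list median was -0.19, 0.14 and -0.35 in litters 1, 2 and 3. When adjusted over the list alone, 3 were lower, namely *Acta2* and, named here after their values were seen, *Aoc3* (-1.56) and *Abcc9* (-0.98). *Aoc3* was detected on 3 control arrays but on 0 mutant arrays, so the size of its change rests on signals near background. Table S5 gives -0.30 for the *Aoc3* probe and -0.23 for that of *Abcc9*. Of 26 genes of the interstitial extracellular matrix, 12 were higher and 14 lower, with a median of -0.15 (camera adjusted p = 0.20). Their median was -0.18, -0.10 and -0.26 in litters 1, 2 and 3. When adjusted over the list alone, 2 were lower, *Ogn* (-1.56) and *Eln* (-1.06), likewise named after their values were seen. Of 14 genes of the renal stroma, 4 were higher and 10 lower (median -0.08, camera adjusted p = 0.25), and *Penk* alone passed when adjusted over the list alone. Their median was -0.63, -0.06 and 0.10 in litters 1, 2 and 3. *Acta2*, *Aoc3*, *Abcc9*, *Ogn*, *Eln* and *Penk* are entries of Table S5, which was read before the lists were written. That table comes from these same arrays, so passing over a list is no independent test of these genes. At the preset correlation of 0.01 the stroma, matrix and mesangium lists passed, in the direction down, when arrays were scaled to one median (each camera adjusted p = 0.036) and without litter 3 (stroma adjusted p = 0.0078, matrix 0.036, mesangium 0.037). The matrix and mesangium lists also passed without litter 2 (each adjusted p = 0.033), and none of the 3 passed without litter 1. With all litters and an estimated correlation the adjusted p was 0.79 for stroma, 0.78 for matrix and 0.78 for mesangium, and the estimate was not applied to the fits that passed. Of 11 nephron progenitor genes, 8 were higher and 3 lower (median 0.14, camera adjusted p = 0.25). Their median was 0.12, 0.06 and -0.12 in litters 1, 2 and 3.

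Most genes that Table S4 lists for E18.5, from other embryos, had the same sign at E15.5, but with a correlation between genes estimated from these arrays neither set passed camera. Of 256 measured genes lower at E18.5, 211 were also lower at E15.5, 60 of them with an unadjusted p under 0.05, and their median log2 fold change was -0.28 against -0.04 over all 10474 genes (camera adjusted p = 1.9e-17, adjusted p = 0.075 with an estimated correlation). Of 279 measured genes higher at E18.5, 187 were higher at E15.5 with a median of 0.12 (camera adjusted p = 1.9e-08, adjusted p = 0.23 with an estimated correlation). Tested by fry against no change, not against other genes, the lower set had an adjusted p of 0.028 and the higher set one of 0.31. The median of the higher set was 0.01 without litter 1 and turned to -0.13 when arrays were scaled to one median, where the median of all genes was -0.27. RNA of *Xist*, which is transcribed from the inactive X chromosome of female cells, differed between the mutant and the control pool by -5.10 in litter 1, 4.82 in litter 2 and 5.03 in litter 3. The pools within a litter also differed in sex-linked expression. The paper sets the list of E15.5 genes in Table S5 in contrast to the longer list at E18.5 in Table S4.

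**Figure D2:**
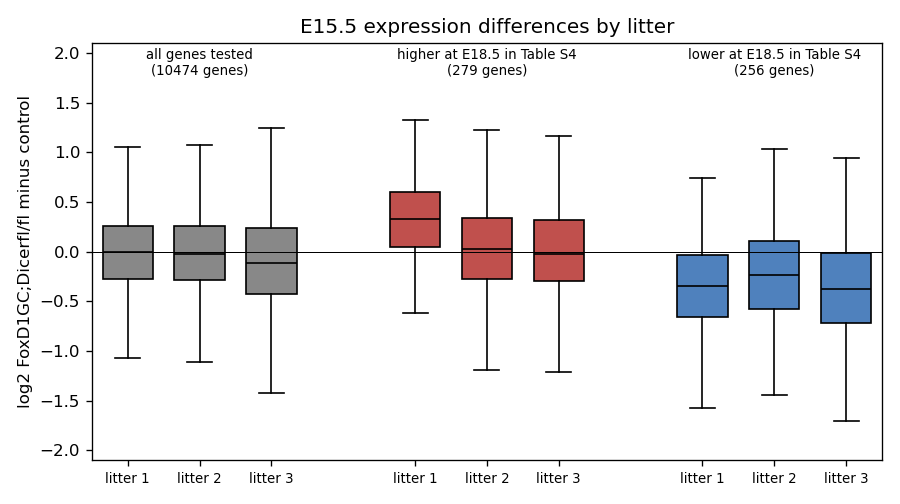
Log2 difference between *FoxD1* GC*;Dicer* fl/fl and control kidneys at E15.5 (vertical axis) in each litter, for all 10474 measured genes (grey), the 279 genes higher at E18.5 in Table S4 (red) and the 256 genes lower there (blue). Boxes span the quartiles with the median as a line, whiskers reach the last gene within 1.5 times the box, and genes beyond them are not drawn. The medians of the genes lower at E18.5 are -0.34, -0.23 and -0.38 in litters 1, 2 and 3, and those of the genes higher at E18.5 are 0.33, 0.02 and -0.03.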

Using GUDMAP gene expression datasets (Harding et al. 2011), we further subdivided the E18.5 microarray data into different developmental renal cell types based on gene expression information in the different renal compartments curated by GUDMAP. In this manner, 36 stroma-, 71 renin-, 49 mesangium-, and 17 nephron progenitor-associated genes were identified. Several of these differentially expressed genes, including elevated nephron progenitor markers (*Six2*, *Cited1,* and *Eya1*) and reduced stroma-associated genes (*Ren1, Acta2, Meis1, Notch3*, and *Pdgfrα*), were in agreement with our earlier observations, thereby validating the microarray data.

### Loss of stromal miRNAs resulted in dysregulation of Bim and p53 effector genes, leading to increased apoptosis

By applying Gene Set Enrichment Analysis (GSEA) on the E18.5 microarray data, differentially expressed genes were found to be enriched for those involved in apoptosis (ES: 0.572, Nominal *P*-value: 0). In general agreement with our previous loss of miRNA function studies (Ho et al. 2008, 2011; Chu et al. 2014), absence of stromal miRNAs resulted in increased *Bcl2l11 (Bim)* expression, most notable for the BimEL and BimL proapoptotic protein isoforms, in *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ kidneys (Fig.8B and C) (Table S6). Similarly, immunostaining demonstrated increased Bim protein localized in nephron progenitors, as well as ectopically in adjacent interstitial cells (Fig.8D and E).

**Figure 8:**
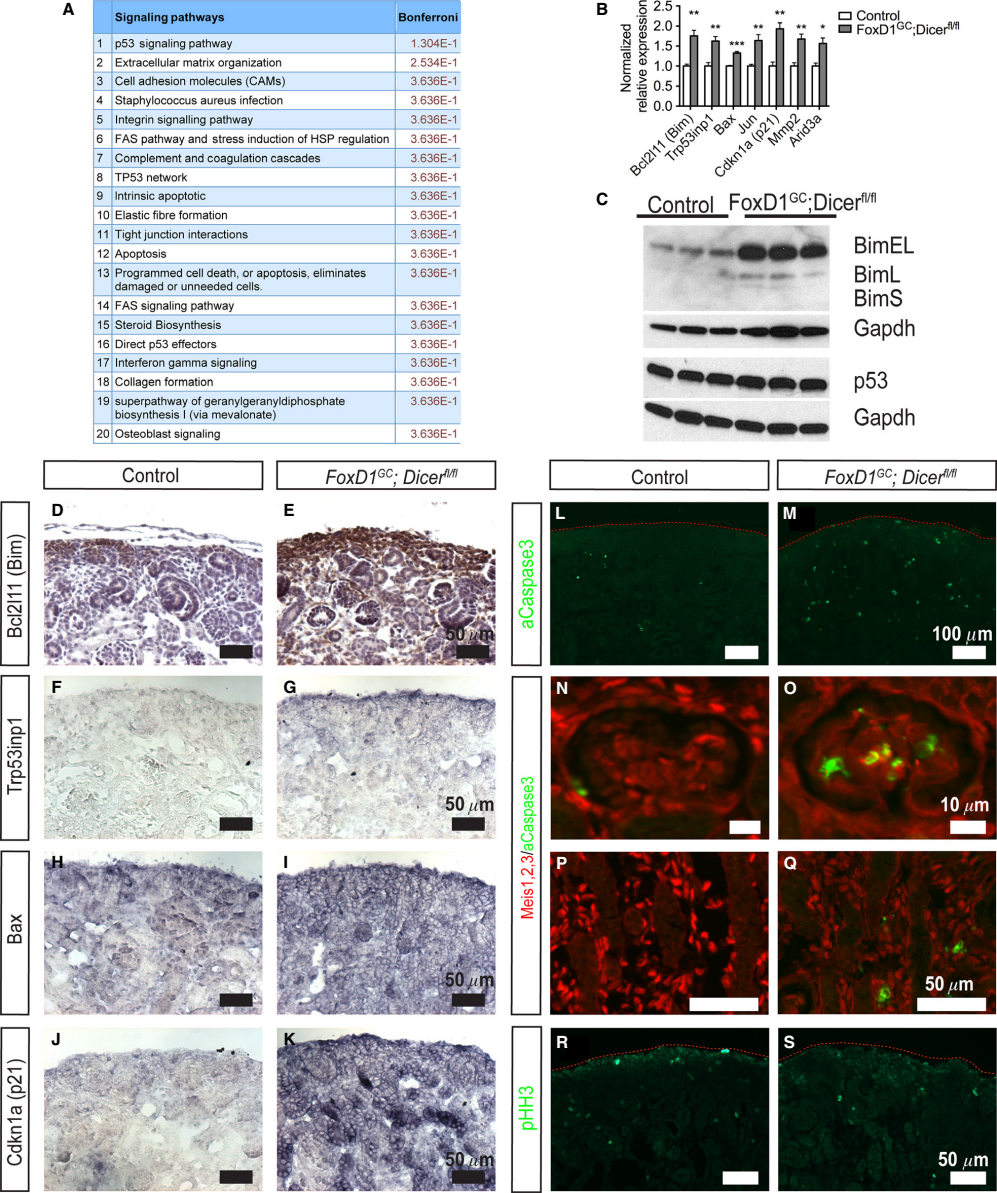
Increased apoptosis in *FoxD1*^*GC*^*; Dicer*^*fl/fl*^ stromal derived cells. (A) ToppFun analysis of differentially expressed transcripts obtained from E18.5 control and *FoxD1*^*GC*^*; Dicer*^*fl/fl*^ kidneys by microarray showed evidence of increased expression of transcripts associated with apoptosis and dysregulation of the p53 signaling pathway. (B) Quantitative PCR validated the upregulation of *Bcl2 l11 (Bim)* and genes associated with p53 signaling including *Trp53inp1, Bax, Jun, Cdkn1a (p21), Mmp2,* and *Arid3a* in E18.5 *FoxD1*^*GC*^*; Dicer*^*fl/fl*^ kidneys. *n *=* *6, *P <* *0.05, **P <* *0.01, ***P <* *0.001. (C) Western blot analysis showed increased levels of BimEL and BimL but normal levels of p53 in E18.5 *FoxD1*^*GC*^*; Dicer*^*fl/fl*^ kidneys. (D, E) Section immunohistochemistry for confirmed increased and ectopic Bim expression (brown) in the renal stroma and nephron progenitors. (F–K) Section in situ hybridization revealed increased and ubiquitous expression of *Trp53inp1, Bax,* and *p21* in E18.5 *FoxD1*^*GC*^*; Dicer*^*fl/fl*^ kidneys. (L, M) Immunofluorescence revealed increased aCaspase3^+^ (green) apoptotic cells in the E18.5 *FoxD1*^*GC*^*; Dicer*^*fl/fl*^ kidneys. (N–Q) Apoptotic cells were largely localized to Meis1,2,3^+^ (red) glomerular mesangium and interstitial cells. (R, S) No differences in proliferation based on phosphohistone H3 staining were observed. Immunostaining was performed on at least three control and mutant embryos.

ToppFun bioinformatics analysis of the E18.5 microarray data showed that in addition to curating multiple processes that are associated with apoptosis, dysregulation of p53 signaling was predicted to be the top pathway modulating the *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ renal phenotype (Fig.8A). Interestingly, Western blot analysis showed no significant changes in p53 protein in *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ kidneys (Fig.8C). Quantitative real-time PCR on the other hand showed significant upregulation of downstream p53 target genes and apoptosis inducers including, *Bax*, *Trp53inp1*, *Jun*, *Cdkn1a*, *Mmp2*, and *Arid3a* (Fig.8B). Upregulation of these p53 effector genes were also validated through SISH, with *Bax, Trp53inp1,* and *Cdkn1a* exhibiting a ubiquitous expression pattern in the *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ kidneys (Fig.8F–K). Together, the results suggest that loss of stromal miRNAs alleviates repression of p53-associated target genes, rather than modulating p53 protein expression. Interestingly, the stromal miRNA profiling identified a total of 72 miRNA:mRNA target interactions involving 31 miRNAs that were predicted to target these p53-dysregulated genes based on Ingenuity Pathways Analysis and TargetScan. Of these interactions, miRs-15b, 21, 30c, 106a, 125b-5p, 145, 214, 222, 296-5p, members of miR-17∼92 cluster (miRs-18a, 92a), and 302a have previously been shown to target *Arid3a, Cdkn1a, Bax, Jun, Bbc3, Casp6, Mdm2,* and *Apaf1* experimentally based on curation by Ingenuity Pathways (Table S7).

Dysregulation of Bim and p53 effector genes are likely to result in increased apoptosis. Consistent with this, immunostaining for aCaspase3 showed ectopic apoptosis in the *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ mesangium and interstitium (Fig.8L–Q). In contrast, pHH3 (which marks the cell cycle mitosis phase) revealed no significant differences in proliferation, although subtle changes in the cell cycle cannot be excluded (Fig.8R and S). Taken together, the results suggest that loss of stromal miRNAs results in ectopic apoptosis in the glomerular mesangium and renal interstitium, likely through both increased Bim and p53 target gene expression.

## Discussion

This study provides evidence that miRNA-mediated posttranscriptional regulation in the FoxD1^+^ renal stroma lineage is indispensable for normal nephrogenesis, development of renal stromal derivatives, and maintenance of the glomerular mesangium. The *FoxD1*^*GC*^*; Dicer*^*fl/fl*^ mice develop multifaceted renal anomalies, including reduced nephron endowment, increased nephron progenitors, reduced smooth muscle in afferent arterioles, decreased renin-expressing cells, and progressive mesangial loss, eventually leading to glomerular microaneurysms as characterized by capillary ballooning. In mammals, Dicer is thought to be required predominantly for the processing of mature miRNAs, although it remains possible that a portion of these phenotypes are due to loss of other Dicer-dependent small RNAs (Calabrese et al. 2007; Zhdanova et al. 2011). The requirement for Dicer activity in the renal stroma in normal nephrogenesis and glomerulogenesis is consistent with the recent report of Nakagawa et al. (2015), specifically given the observation of renal hypodysplasia, a reduction in glomerular number and abnormal glomerular development in this model. This study extends those findings to describe the effect of Dicer deletion on nephron progenitors and the glomerular mesangium, profile miRNA expression in situ in the developing renal stroma, and proposes a second mechanism whereby stromal miRNAs are required for maintaining mesangial integrity during kidney development. Thus, using high-throughput miRNA profiling and transcriptome microarray analysis, 72 potential dysregulated miRNA:mRNA interactions were identified, which were enriched in transcripts known to regulate apoptosis. The ectopic expression of the proapoptotic protein, Bim, and elevated levels of downstream p53 effector genes (*Bax*, *Trp53inp1, Jun* and *Cdkn1a*) in *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ kidneys support the idea that misregulated apoptosis contributes to the renal phenotype.

The renal stroma has been shown to play crucial roles in many aspects of kidney development, including modulation of nephron progenitor self-renewal and differentiation, as well as establishment of the cortico-medullary axis (Yu et al. 2009; Das et al. 2013). Although Nakagawa et al. (2015) reported decreased nephron progenitors in *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ kidneys, we have several experimental lines of evidence that support an expansion of this population in our model, including immunofluorescence, microarray data, and quantitative real-time PCR for nephron progenitor-specific genes. Moreover, a consistent feature in stromal defect models is the expansion of nephron progenitors and aberrant nephrogenesis (Levinson et al. 2005; Das et al. 2013; Hum et al. 2014). Recent studies have demonstrated the cellular plasticity of the renal stroma to adopt a nephron progenitor cell fate at low frequency, prior to lineage restriction by E11.5 (Brunskill et al. 2014; Kobayashi et al. 2014). Although such cellular plasticity may contribute to the expansion of *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ nephron progenitors, two lines of evidence argue against this possibility. Expansion of nephron progenitors in response to loss of stromal miRNAs occurs from E15.5 onward, a time point whereby lineage restriction of the renal compartments has been established. Moreover, fate mapping of the *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ kidneys showed appropriate renal stroma patterning with no evidence for a cell fate switch. Instead, absence of stromal miRNAs appears to result in dysregulation of stromal Fat4 signaling with a resulting noncell autonomous signaling that is likely to mediate suppression of progenitor differentiation. 

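In E15.5 *FoxD1* GC*;Dicer* fl/fl kidneys, 40 genes of the Wnt pathway were measured, among them ligands, Frizzled receptors, secreted inhibitors and target genes. As many were higher as lower than in control kidneys, 20 each way, and their median log2 fold change was -0.005, whose sign held under 9 of 16 other settings (camera adjusted p = 0.59 over all lists, with the direction up, whereas fry gave down). Because activators and inhibitors stand in one list, a median near 0 cannot show whether signaling changed. The transcriptional targets of canonical Wnt signaling *Axin2* and *Lef1* had log2 fold changes of -0.32 (standard error 0.22) and -0.20 (standard error 0.25), and *Ctnnb1*, which encodes β-catenin, had one of -0.09 (standard error 0.20), each with an adjusted p above 0.86 from limma. *Wnt7b*, expressed in the ureteric bud and collecting duct, was at 0.51, -1.14 and -0.78 in litters 1, 2 and 3 (log2 fold change -0.47, standard error 0.33), so the litters did not share a direction. The frizzled receptor gene *Fzd1*, an entry of Table S5, was lower in all 3 litters, with 10.09 ± 0.08 (SD, n = 3 arrays) in controls and 9.33 ± 0.11 (SD, n = 3) in mutants and a log2 fold change of -0.76 (standard error 0.20, adjusted p = 0.86 from limma). *Dkk1*, the gene of a secreted inhibitor of canonical Wnt signaling, was lower in all 3 litters by -0.98, -0.98 and -1.55 (log2 fold change -1.17, standard error 0.22, adjusted p = 0.71), and was the only member lower when adjusted over the list alone (adjusted p = 0.044), none being higher. *Fzd7*, *Fzd4*, *Wnt4* and *Ccn4* were higher by 0.84, 0.67, 0.87 and 0.60 with an unadjusted p under 0.05, and of these *Fzd7* and *Ccn4* were higher in all 3 litters. Apart from *Fzd1*, these members were chosen after their values were seen. With 3 litters, the 95% confidence interval of a single gene was wide, for *Axin2* from -0.83 to 0.20. The E18.5 arrays were not analysed here.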

Aside from the observed difference in nephron progenitors in our model compared to Nakagawa et al. (2015), our microarray analysis suggests no overt changes in Wnt signaling, which is in keeping with a morphologically normal-appearing renal papilla in our model. We speculate that background strain differences and/or mosacism in Cre excision may account for these differences.

The loss of stromal miRNAs also resulted in significant perturbations to normal vascular development and maintenance, which is in keeping with the inherent differentiation properties of the renal stroma. Thus, the reduced smooth muscle in afferent arterioles and decreased renin-expressing cells in *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ kidneys reflect an intrinsic requirement for stromal miRNAs in these stromal derivatives. During glomerular development, *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ kidneys exhibited progressive loss of the mesangium. Mesangial development is dependent on normal endothelial migration into the developing glomerulus, secretion of Pdgf*β* by the glomerular endothelium, the initial specification of mesangial cells, and migration of mesangial cells into the glomerular cleft, all of which occurred in *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ kidneys. Interestingly, the *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ mesangial phenotype arises most often in mature glomeruli during late-stage nephrogenesis, supporting the idea that stromal derived miRNAs are required for maintaining the integrity of the glomerular mesangium. Thus, the requirement for stromal miRNAs appears to be in the subsequent maintenance and survival of mesangial cells during development.

Mesangial loss can arise as a secondary pathological defect as a consequence from dysfunctional glomerular endothelial cells or podocytes (Morita et al. 1998). The *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ model supports a mechanism whereby mesangium loss occurs primarily as a result of an intrinsic mesangial defect. However, a potential confounding factor is that *FoxD1*^*GC*^ is expressed in podocytes (Brunskill et al. 2011, 2014; Kobayashi et al. 2014), and impaired podocyte differentiation has been reported in this model (Nakagawa et al. 2015). However, several previous studies demonstrated that podocyte-specific loss of miRNAs results in an increase in mesangial markers, and an absence of glomerular aneurysms (Harvey et al. 2008; Ho et al. 2008; Shi et al. 2008). Together, the observations suggest that stromal miRNAs are required for mesangial survival and integrity of the mesangial network, and that their absence results in progressive mesangial cell loss.

Consistent with our previous studies, ectopic apoptosis occurs in the mesangium and interstitial cells with upregulation of the proapoptotic protein Bim. Indeed, several stromal miRNAs were identified that are predicted to suppress *Bim* (miRs-10a, 18a, 19b, 24, 30c, 92a, 106a, 130a, 152, 181a, 214, 222, 302a, 370, and 381). Of these, miRs-18a, 19b, 92a, 106a, and 222 have previously been validated experimentally in other studies based on Ingenuity Pathway analysis.

p53 functions in apoptosis as a direct transcriptional activator of proapoptotic genes including *Bax*, *Trp53inp1*, *Puma,* and *Apaf-1* (Moroni et al. 2001; Nakano and Vousden 2001; Okamura et al. 2001; Chipuk et al. 2004). Indeed, overexpression of these proapoptotic transcripts alone is sufficient to induce an apoptotic cascade (Pastorino et al. 1998; Perkins et al. 1998; Liu et al. 2005). Recent studies have also demonstrated the indispensable requirement for p53 signaling in both kidney development, as well as renal repair after ischemia–reperfusion injury (Saifudeen et al. 2009; Sutton et al. 2013; Ying et al. 2014). While *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ kidneys display evidence for upregulation of p53-effector genes, p53 protein levels remain unchanged, suggesting that stromal miRNAs directly repress p53-effector genes. Of the 175 miRNAs identified in the renal stroma, 25 miRNAs are experimentally validated, or have been predicted with high confidence, to interact with p53-effector genes. miRNAs are known to target multiple genes in a single signaling pathway, or target genes of distinct pathways that converge into a common biological process (such as apoptosis) as a mean of synergizing their repressive effect (He and Hannon 2004; Ho and Kreidberg 2012). Thus, in addition to the upregulation of Bim that is common to several kidney specific-*Dicer* knockout models, the *FoxD1*^*GC*^*;Dicer*^*fl/fl*^ model supports modulation of the p53 pathway as an additional mechanism for *Dicer*-null models with elevated cell death.

In summary, stromal miRNAs are required for normal nephrogenesis and formation of the renal vascular network, in particular for glomerular mesangial maintenance. The loss of stromal miRNAs results in ectopic apoptosis in the mesangium and interstitial cells, progressing to mesangial loss and eventually glomerular microaneurysms. Mesangial defects are observed in several human mutations resulting in diffuse mesangial sclerosis and renal failure in early childhood (including *WT1*, *LAMB2,* and *phospholipase epsilon C1*) (Zenker et al. 2004; Hinkes et al. 2006; Schumacher et al. 2007), as well as chronic kidney disease associated with toxin-induced glomerulopathy, diabetic nephropathy, and thrombotic microangiopathies (Morita et al. 1998). Thus, loss of miRNA function in the glomerular mesangium may be involved in these pathological processes. Future development of inducible mesangial-specific transgenic mouse models will be useful in defining the function of miRNAs in the mesangium in adulthood.

## Supporting Information

**Table S1.** Primers for qPCR. **Table S2.** Primers for riboprobe synthesis. **Table S3.** miRNAs enriched in the renal stroma. miRNA *C*_T_ value was normalized to U6 RNA, and ranked according to their average Δ*C*_T_ value. Enriched miRNAs in the stroma are denoted by a smaller Δ*C*_T_ value and indicated in red. **Table S4.** Differentially expressed genes in E18.5 *FoxD1*^*GC*^*; Dicer*^*fl/fl*^ kidneys. **Table S5.** Differentially expressed genes in E15.5 *FoxD1*^*GC*^*; Dicer*^*fl/fl*^ kidneys. **Table S6.** Ingenuity pathway analysis of stromal miRNAs’ interactions with Bim-associated genes. **Table S7.** Ingenuity pathway analysis of stromal miRNAs’ interactions with p53-associated genes.

How the deposited data were processed for this re-analysis (not part of the article)

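The data are microarray measurements of whole kidneys at embryonic day 15.5 from 3 litters, with 1 array of Cre-negative control kidneys and 1 of *FoxD1* GC*;Dicer* fl/fl kidneys from each litter, 6 arrays in all, each of RNA pooled from 2 embryos. The paper counts 6 biological replicates per genotype and time point; the arrays analysed here are 3 per genotype. The E18.5 arrays, the miRNA qPCR and the immunostaining were not analysed here. Array samples were assigned to genotype and litter from their labels and the paper's methods.

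The authors' deposited intensity of each probe is an average bead signal, summarised by scanner software whose name is not given in the sources used here, with no background subtraction and no normalization. The deposited detection p-value of each probe and array compares its signal with that of negative control beads. The authors also deposited processed values on a log2 scale in the series matrix, each array an increasing function of its bead signals with nearly equal quantiles; their medians were 7.23 to 7.24 and low signals were compressed relative to log2, and the transformation and normalization are not named in the paper's text. Higher values are brighter and genes were not centred, so only the exact transformation stays unknown.

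Of 45281 entries of signal, 2 without an identifier and 2 with a repeated one were left out, which leaves 45277. Probes were named through the platform's annotation with symbols updated by gene identifier: 34881 had 1 gene, 18 had several and were not named, and 10378 were unnamed here. Background was corrected by normexp from the detection p-values with an offset of 16, followed by quantile normalization and log2 (neqc). Probes with a detection p-value under 0.05 on at least 3 arrays were tested, 18639 in all, of which 16107 had 1 gene (10474 genes). The fit was limma's lmFit and eBayes with litter and genotype, a *B*-statistic above 0 with a prior share of 0.01 as the paper's threshold, and Benjamini-Hochberg adjusted p beside it. For lists, each gene entered once through its probe with the highest mean. Lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation, and with fry, adjusted over the lists; the 2 sets of Table S4 were adjusted apart from them. The tools were R 4.3.3, limma 3.58.1, data.table 1.17.8, Python 3.11.15 and matplotlib 3.10.9.

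The 22 gene lists and the rule for named genes were fixed before the deposited values were examined, but after Tables S4 and S5 had been read. Table S5 comes from these same arrays, so the lists are not independent of these data. It shares 5 genes with the matrix list, 3 each with mesangium and let-7, and 2 each with interferon and p53 effectors. It shares 1 each with stroma, general p53 targets, the Bcl2 family and caspases, the Wnt pathway and the miRNA host transcripts. Tests of such lists are partly circular. The rule took every gene the paper names for its microarray, qPCR or in situ data and in Table S7, the probes of largest change among those with *B* above 0 (there were none), list members with *B* above 0 (none) and the top 10 entries of Table S5. It gave 37 genes, of which 34 were tested; *Ren1*, *Bax* and *Trp53* had no probe of that name in the annotation used. The adrenal list had 1 tested gene and no list test. Of 717 entries of Table S4, 637 were named here by accession or symbol, and 80 were not. Entries of Tables S4 and S5 carry array addresses, not the probe identifiers of the files, so Table S4 was matched by gene and not by probe as had been planned. Entries of Table S5 were matched to probes by equal log fold change in the series-matrix values within 5e-06, which placed all 116, and the names were equal in 108 of the 108 pairs in which both had one.

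The paper and the labels say that a litter number marks a shared litter, so litter is a block. Deviations from the genotype means of the control and the mutant array of a litter correlated, across probes, at -0.29, -0.02 and -0.12 in litters 1, 2 and 3.

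The analysis was tested on simulated data with the spread of these 18639 probes. A log2 change of 2 was recovered at *B* above 0 for 95.6% of changed probes. A change of 1 was recovered for 13.8% and a change of 0.5 for 0.30%. There were 61 false calls over 5 simulations of 200 changed probes each, and a list shifted by 0.5 was called in 5 of 5. On the measured arrays *Penk*, with a log2 fold change of -2.09, had the highest *B*, -1.29. The recovery of changes of 2 therefore does not carry over to these arrays. Simulated noise was independent between probes, whereas list correlations estimated from the arrays ran from -0.33 to 0.64. The 5 of 5 therefore holds only for genes without correlation. The other settings chosen beforehand were no litter block, litter as a random block, the series-matrix values, no background correction, scaling to one median, no probe filter, a strict filter of p under 0.01 on all 6 arrays, an intensity trend, array weights, each litter left out, an estimated correlation and a *B* threshold of 2. Settings chosen after seeing the data were the *Xist* value of each array as a covariate, with and without litter, and fits of the series-matrix values made in search of the count of Table S5. Genotype comparisons within a chip were not made, since the files give no chip.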

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

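The comparison of chromosomes at an unadjusted p under 0.05, the differences in *Xist* by litter and the fit with *Xist* as a covariate were taken up after no probe had passed *B* above 0 and the values had been seen; the test without histone genes was chosen after the chromosome 13 genes had been listed, and the bounds of the other tests were set before those tests were run.

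The paper does not report sex-linked genes, and *Xist* was lower in the mutant pool of litter 1 by -5.10 and higher in the mutant pools of litter 2 by 4.82 and litter 3 by 5.03 on the log2 scale. The mean of the Y-linked genes *Eif2s3y* and *Kdm5d* ran the other way by 0.99, -1.11 and -1.98, so that in all 3 litters both differed in opposite directions by more than 0.5, as pools of unequal sex would give. *Uty*, dim at 5.39 to 6.00 but detected on all 6 arrays, was left out after its values were seen. Its differences had the same signs, 0.50, -0.17 and -0.40 in litters 1, 2 and 3, the last 2 smaller than that bound. *Eif2s3y* stayed at 8.02 to 9.20 on the 3 arrays with high *Xist*, against 9.94 to 10.06 on the others. The split of the arrays that sets control litter 1 with mutant litters 2 and 3 called 29 probes at *B* above 0 and gave 3351 probes with an unadjusted p under 0.05, against 0 and 1029 for the genotypes, which points to a structure of the samples. These 3 arrays also had the most detected probes (19331 to 20224 against 16981 to 18943). Their median signals were the lowest (106.3 to 116.4 against 119 to 123.7). The split therefore cannot tell sex from a technical difference between arrays. With *Xist* as a covariate beside litter, 10 probes had *B* above 0. Unequal sex of the pooled embryos is a candidate source of part of the spread between litters, and so is a technical difference between arrays. The sex of the embryos is not given in the sources used here, and how much of any single gene's value it accounts for stays open.

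On chromosome 13, which carries *Foxd1*, 58 of 600 tested probes had an unadjusted p under 0.05, against 901 of 16094 over all chromosomes, an odds ratio of 1.86 (Fisher's exact test, two-sided, p = 5.7e-05, adjusted p = 0.0011 over 20 chromosomes), and this holds over genes in place of probes (odds ratio 1.81), with *Xist* as a covariate (1.44) and without clustered histone genes (1.56), though 13 of 56 histone probes had a low p, all lower in the mutant. Fisher's exact test counts probes as independent, although all were measured on the same arrays and some belong to one gene. Its p therefore does not measure the spread between litters. The *FoxD1* GC line was kept on a 129-Elite background and the floxed *Dicer1* line on C57BL/6J. Passenger DNA confined to the region of *Foxd1* should show most near it. The 150 probes nearest to *Foxd1* had a low p less often than the other 450 of the chromosome (8 against 50, odds ratio 0.45), which argues against such a short segment. The length of the segment is not given in the sources used here. One spanning most of the chromosome need not show most near *Foxd1*, so this comparison cannot exclude passenger DNA. *Ogn* and *Paip1* are among the genes of this chromosome with a low p. The planned form of the test had nothing to count, with 0 called probes on chromosome 13. The odds ratio was 1.01, 1.31 and 1.36 without litters 1, 2 and 3 and 1.05 with array weights, each with an exact p above 0.05, so the pattern rests on all 3 litters together. The real split gave the highest odds ratio, 1 of 10 splits, with 1.12 the highest of the others, but 10 splits are too few for a share under 0.05, and 6 of them part only 1 litter pair and so restate single litters; among the 4 that part all 3 pairs the next highest was 0.989, and the source of the pattern stays open.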

How the results depend on the processing

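Under the planned settings, the count of 0 probes with *B* above 0 held for the series-matrix values, no probe filter, the strict filter, a *B* threshold of 2 and without litter 3. In what follows, where a count moved or a direction reversed the cause was not tested, except that scaling to one median leaves a median of -0.27 over all genes. The 3 litters limit what single genes can show, as do signals near background, since at most 44.7% of probes were detected on an array. No fit with the chip as a block was run, because the files give no chip; no other planned setting was left out. With no replicate block (litter left out), 34 probes had *B* above 0, 10 higher and 24 lower, 4 of them on chromosome 13, 4 had an adjusted p under 0.05 and 2 lists passed camera, let-7 targets and interferon response, both up; the direction and call of the Wnt list and of both Table S4 sets did not change. With litter as a random block the numbers were 10, 2 higher, 8 lower, 2 on chromosome 13, 2 by adjusted p and the same 2 lists. The series-matrix values gave 3 lists, these and the p53 effectors, up. With no background correction there were 5 probes, 2 higher, 3 lower and 1 on chromosome 13, and 2 lists (let-7, interferon). Median scaling gave 117 probes, 22 higher and 95 lower, 5 on chromosome 13, 93 by adjusted p and 5 lists (stroma, matrix and mesangium down, interferon and macrophages up). No probe filter gave 1 list (let-7). The intensity trend gave 18 probes, 4 higher, 14 lower, 3 on chromosome 13, and 2 lists (let-7, interferon). Array weights gave 249 probes, 120 higher, 129 lower, 16 on chromosome 13 and 26 by adjusted p. With *Xist* as a covariate beside litter, chosen after seeing the data, there were 10 probes, 5 higher and 5 lower, 2 on chromosome 13, and 3 lists (let-7, interferon, macrophages, up); with *Xist* and no replicate block there were 35 probes, 12 higher, 23 lower, 5 on chromosome 13, 2 by adjusted p and 5 lists (these, p53 effectors up, stroma down). The series-matrix values with no replicate block and no probe filter, also chosen after seeing the data, gave 82 probes, 26 higher, 56 lower, 9 on chromosome 13, and 3 lists (p53 effectors, let-7, interferon, up). Without one litter, probes with *B* above 0 ranged from 0 to 35 (higher 0 to 20, lower 0 to 21, on chromosome 13 from 0 to 4), those with an adjusted p under 0.05 from 0 to 15 and lists from 0 to 6 (interferon up, matrix and mesangium down without litter 2, and also stroma down, let-7 and macrophages up without litter 3).

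The median of the Wnt list, -0.005, reversed to 0.012 with no probe filter, 0.0021 with array weights, 0.047 with *Xist* as a covariate, 0.048 with *Xist* and no replicate block and 0.0021 in the series-matrix values with no replicate block and no probe filter, and ranged from -0.069 to 0.030 without one litter; no setting called it. The shift of the genes lower at E18.5 kept its direction in all 16 alternatives, from -0.52 to -0.12, and lost its call only with an estimated correlation (-0.28, camera p adjusted 0.075). The shift of the genes higher at E18.5 lost its call with an estimated correlation (0.12) and without litter 1, ranged from 0.01 to 0.17 without one litter and reversed to -0.13 with median scaling, which is above the -0.27 of all genes. Of 509 values of the 34 named genes under the other settings, 440 kept their direction and side of the threshold, 40 were newly called and 29, of 12 genes, reversed. With median scaling the reversed values were *Cited1* -0.14, *Pdgfra* -0.25, *Jun* -0.15, *Mmp2* -0.042, *Fat4* -0.077, *Casp6* -0.12, *Mdm2* -0.25 and *Apaf1* -0.24, all above the -0.27 of all genes, so that these 8 of the 29 carry the common shift of that scaling; with array weights *Jun* -0.26, *Mdm2* -0.10 and *Apaf1* -0.22; with no background correction *Apaf1* -0.00041. With *Xist* as a covariate they were *Anxa2* 0.0090, *Des* 0.048, *Cdkn1a* 0.021 and *Fat4* -0.098, and with *Xist* and no replicate block *Anxa2* 0.0091, *Des* 0.050, *Cdkn1a* 0.018 and *Fat4* -0.096. Without one litter, *Notch3* ranged from -0.019 to 0.79, *Anxa2* from -0.11 to 0.039, *Des* from -0.59 to 0.30, *Jun* from -0.21 to 0.26, *Cdkn1a* from -0.21 to 0.11, *Fat4* from -0.13 to 0.48, *Mdm2* from -0.16 to 0.16 and *Apaf1* from -0.23 to 0.17. Genes that kept their direction without one litter but moved by more than 1.5 times were *Tnc* (-0.65 to -0.14), *Bbc3* (-1.06 to -0.07), *Trp53inp1* (0.19 to 0.59), *Six2* (0.25 to 1.30), *Eya1* (0.33 to 0.85), *Pdgfrb* (0.19 to 0.44), *Dicer1* (-0.44 to -0.17), *Casp6* (0.07 to 0.33), *Cited1* (0.04 to 0.10) and *Yap1* (-0.16 to -0.02).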

Differences from the paper's values

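The paper's text gives 116 differentially expressed genes at E15.5, and 0 probes had *B* above 0 here at the same threshold. A count is taken here to come within the paper's when neither is more than 1.5 times the other. A log fold change comes within it when it has the same sign and lies no further from the paper's than the SD of the 3 litter differences of that probe. Of the settings chosen beforehand, only scaling to one median came within the paper's number (117 probes, which include 30 of the paper's 116 entries and leave out 86); no replicate block (34), litter as a random block (10), no background correction (5), the intensity trend (18), array weights (249), the left-out litters (33, 35 and 0), the series-matrix values (0), no probe filter (0) and the strict filter (0) did not. Those settings called 27, 10, 4, 14, 38, 7, 11, 0, 0, 0 and 0 of the paper's 116 entries, in that order, and *Xist* as a covariate, chosen after seeing the values, called 6 with litter and 23 without. Table S5 lists 41 entries higher and 75 lower, the paper's numbers, against 0 and 0 here; none of the settings chosen beforehand came within the 41 (22 higher with scaling to one median), and scaling to one median came within the 75 (95 lower). The adjusted p in the paper's Table S5 runs from 0.097 to 0.28, so no entry there is under 0.05, nor was any probe here.

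In search of the paper's number, 11 models were fitted to the series-matrix values under 6 probe filters, 66 fits in all, and 2 more models to the neqc values (10 and 35 probes); all were chosen after seeing the values, and none gave 116 exactly. Of the 66, 12 came within 1.5 times it, and these left out 16 to 94 of the paper's 116 entries. Without litter and without a filter there were 82 probes, every one an entry of Table S5, which leaves out 34, and *B* correlated with the paper's at 0.995 over the entries. With array weights and no litter there were 121 without a filter (16 left out) and 148 at a detection p under 0.05 on 1 or more arrays (33 left out). With array weights and litter there were 137 at a detection p under 0.01 on 1 or more arrays (73 left out) and 140 at a p under 0.05 on 3 or more (71 left out). With litter and high or low *Xist* there were 84 without a filter (94 left out), 117 (74 left out) and 111 (75 left out) at a p under 0.01 and 0.05 on 1 or more arrays, 99 (78 left out) and 90 (81 left out) at a p under 0.01 and 0.05 on 3 or more, and 150 at a p under 0.01 on all 6 (70 left out); with high or low *Xist* and no litter there were 101 without a filter (53 left out). With litter as a fixed block and the only other term, the series-matrix values gave 0 probes under each of the 6 filters. With litter as a random block they gave 18 to 63. The 63, without a filter, were all entries of Table S5, and *B* correlated with the paper's at 0.995 over the entries. With litter as a number they gave 25 to 53. The paper's methods put litter in the linear model but do not say in which form.

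Among the top 10 entries of Table S5 the log fold change lay further from the paper's than that SD, with the same direction, for 5. The paper's value for *Igdcc3* is 0.75 and here it is 1.66, for 1700025G04Rik the paper's is -0.27 and here -0.40, for *Penk* the paper's is -0.96 and here -2.09, and for these 3 only the series-matrix values came within the paper's. For *Spats2l* the paper's value is -0.47 and here it is -0.64; the series-matrix values, no background correction, array weights and leaving out litter 3 came within it, and the other alternatives did not. For *Paip1* the paper's value is 0.64 and here it is 1.21, and the series-matrix values and no background correction came within it, the others not. Over all 116 entries the median size was 0.31 in the paper and 0.64 here. Both are differences of values on a log2 scale, and the series-matrix scale is compressed at low signals.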

Other observations

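The test of splits at an adjusted p and the comparison among splits that part all 3 litter pairs were chosen after the results had been seen; the other tests reported here were set beforehand, with the changes stated beside them. Lists other than those at the article's claims gave the following at E15.5. Of 15 measured let-7 targets, 11 were higher and 4 lower in *FoxD1* GC*;Dicer* fl/fl kidneys, with a median log2 fold change of 0.19 (camera adjusted p = 0.053, adjusted p = 0.78 with an estimated correlation, and adjusted p = 0.033 with no replicate block); *Hmga2*, named after its value was seen, was higher by 1.06, 0.63 and 1.05 in litters 1, 2 and 3 and passed when adjusted over the list alone, and 3 of the list are in Table S5. Of 5 measured interferon response genes, 4 were higher and 1 lower, with a median of 0.27 (camera adjusted p = 0.053, adjusted p = 0.78 with an estimated correlation, and adjusted p = 0.033 with no replicate block); *Oasl2*, an antiviral gene, was higher by 1.07 and passed over the list alone, and 2 of the list are in Table S5. *Dnm3os*, the host transcript of *miR-199a* and *miR-214*, was higher in all 3 litters (0.64, standard error 0.20) and passed over its list of 3 miRNA host transcripts alone (list median 0.05, camera adjusted p = 0.49). *Hmga2*, *Oasl2* and *Dnm3os* are entries of Table S5, so their passing over a list is no test independent of these arrays. Of 15 macrophage and other immune cell genes, 11 were higher and 4 lower (median 0.15, camera adjusted p = 0.19), with *Cx3cr1*, a receptor of microglia and tissue macrophages, at 0.87 and the class II gene *H2-Ab1* at -0.57, both named after their values were seen; 12 of the list are among the genes higher at E18.5 in Table S4.

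For genes whose claims in the article are about E18.5 or about protein, the E15.5 arrays gave the following values, none of them passing the test. *Eya1* had a log2 fold change of 0.60 (standard error 0.25) and was higher in all 3 litters, with 0.84 and 0.08 at 2 dimmer probes. *Six2* was at 0.67 (standard error 0.40) and *Cited1* at 0.07 (standard error 0.19). Among stroma genes, *Meis1* was at -0.08 at its brighter probe and -0.62 at another, *Tnc* at -0.38 (-0.85, -0.44 and 0.16 in litters 1, 2 and 3, and -0.12 at another probe), *Pdgfra* at 0.06, *Notch3* at 0.30 and *Anxa2* at -0.03 and -0.38 at another probe. The mesangial genes *Pdgfrb* and *Des* were at 0.33 and -0.16, with *Des* at 0.70, -0.11 and -1.07 in litters 1, 2 and 3. The p53 effectors named by the paper passed as a list with the series-matrix values and in 2 settings chosen after seeing the data, all at the preset correlation. Among them, besides *Arid3a*, *Trp53inp1* was at 0.35 at its brightest probe and at 0.40 (standard error 0.19), higher in all 3 litters, at the probe in Table S5. *Mmp2* was at 0.26, *Casp6* at 0.18 and *Bbc3* at -0.45 (0.76, -0.90 and -1.22 in litters 1, 2 and 3). *Jun*, *Mdm2*, *Apaf1* and *Cdkn1a* lay between -0.05 and 0.05 at their brightest probes and between -0.20 and 0.33 at the others. *Fat4* was at 0.09 (standard error 0.29) and *Yap1* at -0.07 (standard error 0.20), and the 16 measured genes of Fat4 and Yap signaling split into 8 higher and 8 lower (median 0.03, camera adjusted p = 0.69). The remaining lists did not pass either: cell cycle (median 0.08, camera adjusted p = 0.25), neurons and glia (-0.19, adjusted p = 0.49), podocytes (-0.01, adjusted p = 0.59), differentiating nephron (0.0021, adjusted p = 0.74, with a negative mean of -0.08), red blood cells (0.067, adjusted p = 0.74), sex-linked genes (-0.33, adjusted p = 0.74), ureteric bud and collecting duct (0.04, adjusted p = 0.76) and endothelium (-0.07, adjusted p = 0.97).

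Splits of the 6 arrays into 3 and 3 number 10, too few for a share under 0.05. The count of 0 probes with *B* above 0 was equalled or passed by all 10 splits, the highest other count being 29, that of 0 probes by adjusted p by 10 splits (highest other 2) and that of 0 lists by 10 splits (highest other 1). With litter in the model, the 6 splits that part only 1 pair restate the genotype difference of a single litter, so they do not show what arises without a genotype effect. The shift of the genes lower at E18.5 was equalled or passed in size by 5 splits, the real one included, with a highest other of 0.38, and that of the genes higher at E18.5 by 3 splits, with 0.33. All the splits that passed the real one are of that kind, and their values are the medians of litters 1 and 3 for the lower set and of litter 1 for the higher set, so these shares say nothing on chance. Among the 4 splits that part all 3 pairs the real one had the largest size, with 0.28 against 0.15 for the lower set and 0.1219 against 0.1213 for the higher set, which is too few splits for a test. Whether called lists stay called with *Xist* as a covariate had nothing to test, with 0 called lists.

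Blood and adrenal tissue were tested as hypotheses for the spread behind the count of 0 probes with *B* above 0. Of 12 adrenal gland genes, each with a named probe, 1 was detected on at least 3 arrays, which argues against adrenal tissue in most of the pools. *Chga* and *Nr5a1* were detected on 2 arrays and *Cyp11a1*, *Cyp21a1*, *Dbh* and *Star* on 1. A count over at least 3 arrays cannot exclude adrenal tissue in 1 or 2 pools. It replaced the planned list median, which could not be formed, and its bound was set afterwards. Without the filter the median was -0.09. The 8 measured red blood cell genes had a median of 0.067, under the bound of 0.1 set beforehand as arguing against unequal blood, but they run from -0.60 for *Slc4a1* to 0.48 for *Hbb-b2*, and a median near 0 over genes that go both ways leaves it open.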
